# Neutrophils restrain sepsis associated coagulopathy via extracellular vesicles carrying superoxide dismutase 2 in a murine model of lipopolysaccharide induced sepsis

**DOI:** 10.1038/s41467-022-32325-w

**Published:** 2022-08-06

**Authors:** Wenjie Bao, Huayue Xing, Shiwei Cao, Xin Long, Haifeng Liu, Junwei Ma, Fan Guo, Zimu Deng, Xiaolong Liu

**Keywords:** Infectious diseases, Coagulation system, Neutrophils, Sepsis

## Abstract

Disseminated intravascular coagulation (DIC) is a complication of sepsis currently lacking effective therapeutic options. Excessive inflammatory responses are emerging triggers of coagulopathy during sepsis, but the interplay between the immune system and coagulation are not fully understood. Here we utilize a murine model of intraperitoneal lipopolysaccharide stimulation and show neutrophils in the circulation mitigate the occurrence of DIC, preventing subsequent septic death. We show circulating neutrophils release extracellular vesicles containing mitochondria, which contain superoxide dismutase 2 upon exposure to lipopolysaccharide. Extracellular superoxide dismutase 2 is necessary to induce neutrophils’ antithrombotic function by preventing endothelial reactive oxygen species accumulation and alleviating endothelial dysfunction. Intervening endothelial reactive oxygen species accumulation by antioxidants significantly ameliorates disseminated intravascular coagulation improving survival in this murine model of lipopolysaccharide challenge. These findings reveal an interaction between neutrophils and vascular endothelium which critically regulate coagulation in a model of sepsis and may have potential implications for the management of disseminated intravascular coagulation.

## Abstract (web summary)

Disseminated intravascular coagulation is associated with sepsis and a number of inflammatory components have been linked to sepsis associated coagulopathy. Here the authors show neutrophils can prevent lethal coagulopathy via the production of extracellular vesicles that carry superoxide dismutase 2 in a murine model of lipopolysaccharide induced sepsis.

## Introduction

Sepsis is a life-threatening condition that occurs when host defenses fail to contain regional infections. Large quantities of pathogen-associated molecular patterns (PAMPs) and damage-associated molecular patterns (DAMPs) derived from microbes or damaged tissues are recognized by innate immune cells, which leads to a massive release of inflammatory mediators. Many secondary syndromes associated with sepsis originate from and propagate the inflammatory response, forming harmful amplification loops that accelerate tissue damage and organ dysfunction^1^. DIC is a fatal complication in sepsis^2^. Excessive activation of the coagulation system results in extensive thrombus formation throughout microvasculature and rapid consumption of coagulant factors. As a result, DIC is usually manifested as thrombosis and bleeding at the same time. The resultant microinfarction, tissue hypoxia and hemorrhagic diathesis in DIC together promote further inflammation, exacerbate organ dysfunction and drive the occurrence of multiorgan failure^3^.

Neutrophils are polymorphonuclear and phagocytic leukocytes that make up the largest fraction of the white blood cells. They are first-line responders that migrate from circulation to infection sites upon inflammatory stimuli, where they eliminate pathogens through degranulation, phagocytosis and release of neutrophil extracellular traps (NETs). Apart from their essential role against bacterial or fungal infection, neutrophils are also involved in many inflammatory diseases and autoimmune disorders^4^. Although neutrophils’ activities have long been recognized as deleterious factors that exacerbate tissue injury during inappropriate inflammation, growing evidence have revealed that neutrophils also exhibit immune-suppressive and host-protective functions that contribute to tissue repair^5,6^. In addition, neutrophils can rapidly adapt to discrete microenvironments that results in distinct sub-populations with various functions^7^.

Neutrophils have long been recognized as the major effector cells in sepsis. The proteolytic enzymes, oxygen radicals and NETs released by neutrophils are shown to correlate with tissue damage in sepsis^8^. However, depleting neutrophils in animal models exacerbated the lipopolysaccharide (LPS)-induced sepsis, indicating neutrophils contribute to optimal host protection^9^. The paradoxical roles of neutrophils suggest that the current knowledge of neutrophils’ function in sepsis remain limited.

In this work, we find neutrophils in circulation display a protective function against coagulopathy in a murine model of LPS-induced sepsis. Mechanistically, circulating neutrophils disseminate mitochondrion-containing extracellular vesicles carrying superoxide dismutase 2, which prevent endothelial reactive oxygen species accumulation and alleviate endothelial dysfunction upon LPS challenge. Finally, we show that antioxidants administration attenuates coagulation and improves survival in sepsis, highlighting the potential of antioxidants for managing DIC in sepsis.

## Results

### LPS-primed circulating neutrophils protect against sepsis

To comprehensively evaluate the functions of neutrophils in systemic inflammation, we first revisited neutrophils’ response utilizing intraperitoneal lipopolysaccharide (LPS) induced endotoxemia mouse model. Results from flow cytometry (Supplementary Fig. 1a, b) confirmed that neutrophils leave the bone marrow and swamp distal organs as early as 2 h after LPS exposure (0.5 mg/kg). Although neutrophils migrate to these organs through blood circulation, the absolute cell counts of circulating neutrophils started to surge until 6 h after LPS (Supplementary Fig. 1b), suggesting the circulating neutrophils might display discrete functions in the early phase of systemic inflammation. Unlike neutrophils, macrophages disappeared from circulation soon after LPS and their total number stayed relatively low till 6 h after LPS (Supplementary Fig. 1c).

Given the different dynamic pattern of neutrophils in occupying organs versus the circulatory system upon LPS challenge, we asked whether these neutrophils display diverse functions in LPS-induced systemic inflammation. We isolated neutrophils from blood, lung, liver and bone marrow from LPS-challenged mice (0.5 mg/kg), and separately transferred these cells into wild-type mice. When we subjected the recipients to a subsequent lethal dose LPS (35 mg/kg), to our surprise, we found the adoptive transfer of LPS-primed neutrophils from peripheral blood conferred protection against LPS lethality (Fig. 1a, b, Supplementary Fig. 1d), whereas transfers of neutrophils from lung, liver or bone marrow failed to do so (Fig. 1c, Supplementary Fig. 1e**)**. To gain a comprehensive understanding of this protective effect, we monitored the overtime activity and food consumption of these recipient mice after lethal LPS administration. Compared with the mice receiving PBS or un-primed neutrophils in which we observed lethargy, social behavior withdrawal and drastic decrease in food intake, we barely observed signs of sickness in mice receiving LPS-primed neutrophils (Supplementary Fig. 3a, b, Supplementary Movie 1), suggesting transfer of LPS-primed neutrophils largely blunt disease initiation and progression in LPS sepsis.

**Fig. 1:**
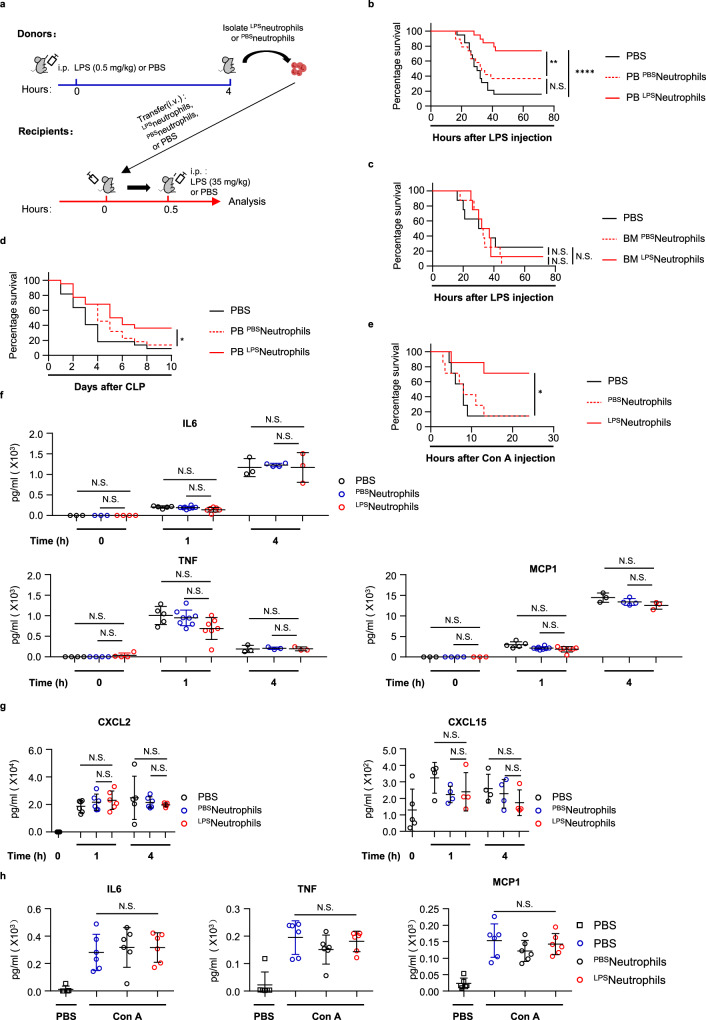
Transfer of LPS-primed circulating neutrophils protects against sepsis without affecting the initial cytokine storm. **a** Schematic diagram of transferring PBS or LPS-primed neutrophils into wild-type mice followed by lethal LPS challenge. **b** Survival of mice after lethal LPS challenge. Mice were pre-transferred with LPS-primed peripheral blood (PB) neutrophils (PB ^LPS^neutrophils) (*n* = 19), PBS-primed PB neutrophils (PB ^PBS^neutrophils) (*n* = 19) or PBS only (*n* = 19). **c** Survival of mice after lethal LPS challenge. Mice were pre-transferred with LPS-primed bone marrow (BM) neutrophils (BM ^LPS^neutrophils) (*n* = 8), PBS-primed BM neutrophils (BM ^PBS^neutrophils) (*n* = 8) or PBS only (*n* = 8). **d** Survival of mice after the cecal ligation and puncture (CLP). Mice were pre-transferred with LPS-primed peripheral blood (PB) neutrophils (*n* = 22), PBS-primed PB neutrophils (*n* = 22) or PBS only (*n* = 22). *p* = 0.0270. **e** Survival of mice after lethal Con A challenge. Mice were pre-transferred with LPS-primed PB neutrophils (*n* = 7), PBS-primed PB neutrophils (*n* = 7) or PBS only (*n* = 7). *p* = 0.0242. **f** Plasma levels of IL6, TNFα and MCP1 of the indicated recipient mice after lethal LPS (For IL6: 0 h: PBS *n* = 3, ^PBS^neutrophils *n* = 3, ^LPS^neutrophils *n* = 4*;* 1 h: PBS *n* = 5, ^PBS^neutrophils *n* = 8, ^LPS^neutrophils *n* = 7*;* 4 h: PBS *n* = 3, ^PBS^neutrophils *n* =4, ^LPS^neutrophils *n* = 3*;* For TNFα: 0 h: PBS *n* = 4, ^PBS^neutrophils *n* = 4, ^LPS^neutrophils *n* = 4*;* 1 h: PBS *n* = 5, ^PBS^neutrophils *n* = 8, ^LPS^neutrophils *n* = 7*;* 4 h: PBS *n* = 3, ^PBS^neutrophils *n* = 3, ^LPS^neutrophils *n* = 3; For MCP1: 0 h: PBS *n* = 3, ^PBS^neutrophils *n* = 4, ^LPS^neutrophils *n* = 3; 1 h: PBS *n* = 5, ^PBS^neutrophils *n* = 8, ^LPS^neutrophils *n* = 7; 4 h: PBS *n* = 3, ^PBS^neutrophils *n* = 4, ^LPS^neutrophils *n* = 3;). **g** Plasma levels of CXCL2 and CXCL15 of the indicated recipient mice after lethal LPS (For CXCL2: 0 h: PBS *n* = 5; 1 h: PBS *n* = 6, ^PBS^neutrophils *n* = 6, ^LPS^neutrophils *n* = 6; 4 h: PBS *n* = 5, ^PBS^neutrophils *n* = 6, ^LPS^neutrophils *n* = 5; For CXCL15: 0 h: PBS *n* = 5; 1 h: PBS *n* = 4, ^PBS^neutrophils *n* = 4, ^LPS^neutrophils *n* = 4; 4 h: PBS *n* = 4, ^PBS^neutrophils *n* = 4, ^LPS^neutrophils *n* = 4;). **h** Plasma levels of IL6, TNFα and MCP1 of the indicated recipient mice after PBS or lethal Con A (For IL6: 1 h PBS *n* = 5; 1 h ConA: PBS *n* = 6, ^PBS^neutrophils *n* = 6, ^LPS^neutrophils *n* = 6*;* For TNFα: 1 h PBS *n* = 6; 1 h ConA: PBS *n* = 6, ^PBS^neutrophils *n* = 6, ^LPS^neutrophils *n* = 6; For MCP1: 1 h PBS *n* = 6; 1 h ConA: PBS *n* = 6, ^PBS^neutrophils *n* = 6, ^LPS^neutrophils *n* = 6). Source data are provided as a Source Data file. Data are representative of, or pooled from at least two independent experiments. Data are mean ± *SD*. Log-rank (Mantel–Cox) test was used for **b**–**e**; Two-tailed unpaired *t* tests was used for **f**–**h**. *p  <  0.05, **p  <  0.01, ****p  <  0.0001, N.S. not significant.

Based on the well-established concept that multi-organ failure is a proximal cause of death in sepsis^10^, we sought to evaluate whether the LPS-primed neutrophils prevent lethality by preserving normal organ functions. We first measured the level of circulating lactate dehydrogenase (LDH), which increased due to tissue damage after lethal LPS (Fig. 2a). Transfer of LPS-primed neutrophils markedly reduced the LDH concentration, indicating transferring these cells can reduce tissue injury in LPS sepsis (Fig. 2a). Likewise, mice received LPS-primed neutrophils maintained normal oxygen consumption under lethal LPS challenge (Supplementary Fig. 4a, b), suggesting their cardiovascular systems were protected by the transferred cells as well. In the cecal ligation and puncture murine model (CLP) which has more clinical resemblances to human conditions, we found transfer of LPS-primed neutrophils significantly improved the overall survival rates of the septic mice (Fig. 1d). To further test whether our finding was applicable to other septic models, we evaluated the mortality rate in another murine model of fatal sepsis induced by concanavalin A (Con A) triggered acute liver injury. Once again, pre-transfer of LPS-primed neutrophils greatly improved host survival after Con A injection (Fig. 1e).

**Fig. 2:**
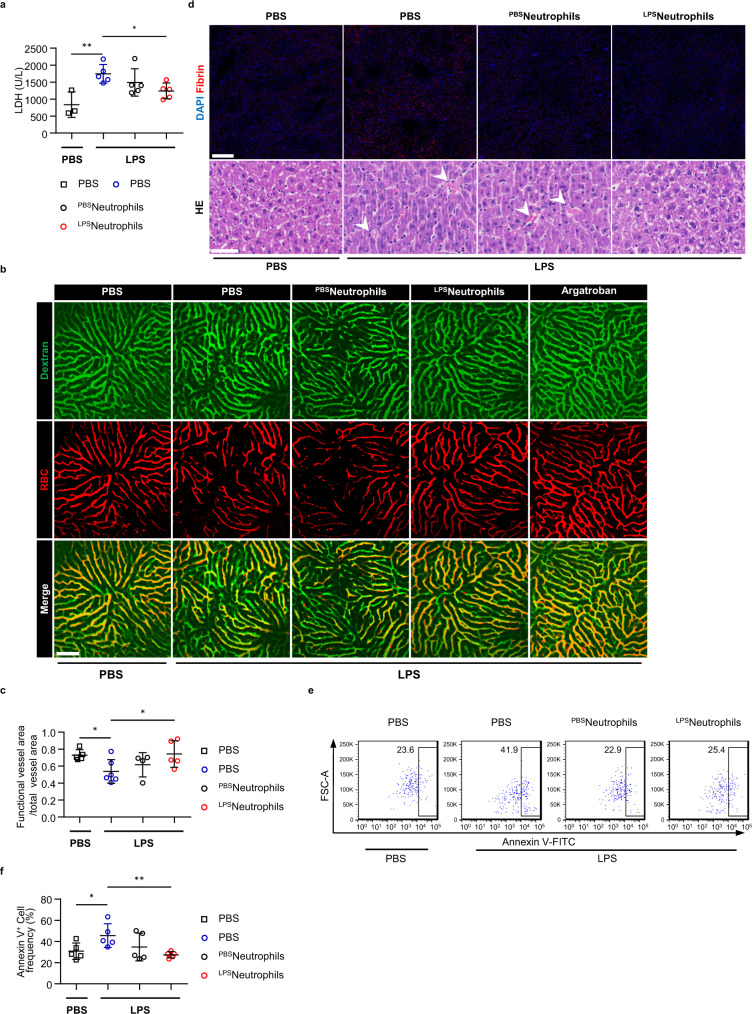
Transfer of LPS-primed neutrophils mitigate the occurrence of DIC and alleviate endothelial dysfunction. **a** Plasma levels of LDH of mice after PBS (*n* = 3). Plasma levels of LDH of mice 1 h after lethal LPS. Mice were pre-transferred with LPS-primed PB neutrophils (^LPS^neutrophils) (*n* = 5), PBS-primed PB neutrophils (^PBS^neutrophils) (*n* = 5) or PBS only (*n* = 5). **b** Representative imaging of liver functional vessel in the indicated recipient mice 1 h after lethal LPS. FITC-Dextran (green) labeled blood vessels, and DID-labeled red blood cells (red) indicated blood flow. Argatroban, a thrombin inhibitor, was used as the positive control. Scale bar, 100 μm. **c** Mean ratios of the functional vessel area to the total vessel area in mice 1 h after PBS (*n* = 5). Mean ratios of the functional vessel area to the total vessel area in mice 1 h after lethal LPS. Mice were pre-transferred with LPS-primed PB neutrophils (*n* = 5), PBS-primed PB neutrophils (*n* = 4) or PBS only (*n* = 6). **d** Representative images of immunofluorescence staining of fibrin (top panel; scale bar, 200 μm) and H&E staining (bottom panel; scale bar, 50 μm) of liver sections from indicated recipient mice 4 h after PBS or lethal LPS. The white arrows indicate thrombi in liver vessels. **e** Representative flow plots showing Annexin V binding to hepatic endothelial cells 1 h after PBS or lethal LPS. **f** Mean percentages of Annexin V^+^ hepatic endothelial cells in the indicated mice (*n* = 5 per group). Source data are provided as a Source Data file. Data are representative of, or pooled from at least three independent experiments. Data are mean ± *SD*. Two-tailed unpaired *t* tests were used for statistical analyses. *p  <  0.05, **p  <  0.01.

Collectively, these results suggested that LPS stimulation elicit a systemic tissue-protective function of neutrophils in circulation, which prevents the progression of sepsis.

### Neutrophils mitigate the occurrence of DIC and alleviate endothelial dysfunction

Excessive release of cytokines over a short period of time initiates an inflammatory cascade that ultimately drives organ dysfunction and multi-organ failure in sepsis^11^. Having demonstrated a protective role of circulating neutrophils in sepsis, we wondered whether the neutrophils mitigated the occurrence of organ dysfunction simply by blunting the initial immune response to lethal LPS. Quantification of the circulating cytokines, such as IL6, MCP-1 and TNFα demonstrated that mice received LPS-primed neutrophils mounted a normal cytokine response upon the subsequent lethal LPS challenge (Fig. 1f). Levels of chemokines regulating neutrophils’ migration, such as CXCL2 and CXCL15, were also normal in mice receiving LPS-primed neutrophils (Fig. 1g). Hematoxylin and eosin staining of tissue sections revealed no significant alterations in immune infiltrations 1 h after lethal LPS (Supplementary Fig. 2a–c). In addition, transfer of LPS-primed neutrophils did not alter the initial pro-inflammatory cytokine signatures in Con A sepsis (Fig. 1h). Taken together, these data indicate that the initial inflammatory response to lethal LPS in mice received LPS-primed neutrophils is comparable to that of the wild type mice.

Various studies demonstrated that the early cytokine storm in Gram-negative sepsis activates a systemic coagulation cascade, which leads to formation of microthrombi throughout host circulation, and progress to life-threatening disseminated intravascular coagulation (DIC)^2,3^. Given the essential role of the aberrant coagulopathy in promoting organ dysregulation, we next asked whether transferring LPS-primed neutrophils affected the DIC progression in septic mice. To determine the formation of thrombus, we first assessed the blood flow within tissue microcirculation by tracing fluorescence labeled erythrocytes through intravital imaging. As early as 1 h after lethal LPS, blood perfusion within the liver vasculature was markedly impaired, as quantified by the ratio of erythrocyte trajectory to the total vasculature area (Fig. 2b, c, Supplementary Movie 2–5). In contrast, transfer of LPS-primed neutrophils largely restored the blood perfusion pattern in the recipient mice (Fig. 2b, c, Supplementary Movie 2–5). Next, we performed immunofluorescence staining to evaluate the presence of fibrin, which is the product of cleaved fibrinogen by thrombin. Excessive fibrin accumulation and deposition, the typical signs of DIC, were detected on the liver sections 4 h after lethal LPS (Fig. 2d). Mice receiving LPS-primed neutrophils showed substantially less fibrin deposition on liver sections (Fig. 2d). Finally, we evaluated vascular barrier integrity using Evans Blue extravasation assay, and found transfer of LPS-primed neutrophils largely rescued vascular permeability in multiple organs under lethal LPS challenge (Supplementary Fig. 4c).

As the major component of vascular barrier, the endothelium provides a critical surface for activation of coagulation and recruitment of platelets, leukocytes, and coagulant factors^12^. Endothelial dysfunction is an early pathogenic event in LPS sepsis, which promotes excessive activation of coagulation system and drives the progression of septic DIC^13^. In flow cytometry analysis, we detected increased phosphatidylserine exposure of endothelial cells 1 h after lethal LPS (Fig. 2e, f), indicating these cells were switched to the pro-thrombotic status due to inflammation^14^. In contrast, we found transfer of LPS-primed neutrophils effectively diminished phosphatidylserine externalization on endothelial cells (Fig. 2e, f).

Collectively, these findings demonstrated that circulating neutrophils serve as an antithrombotic component that mitigates the occurrence of DIC and improves endothelium dysfunction in sepsis.

### Sod2 is necessary for neutrophils to confer protection against septic DIC

Having mapped a functional role of LPS-primed neutrophils in preventing septic DIC, we sought to explore the underlying mechanism in detail. We subjected neutrophils from peripheral blood and bone marrow into single cell sequencing. 

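The cells were sequenced by SCRB-seq, a plate-based method in which each picked cell receives its own barcode and each captured transcript a unique molecular identifier (UMI), so that copies made by amplification are counted once. Neutrophils were taken from peripheral blood (PB) and bone marrow (BM) of mice given PBS or LPS, and 2 samples of each of the 4 groups were labelled. The paper's methods give a dose of 0.5 mg/kg and a preparation 4 h after either injection, whereas the sample labels place the PBS samples at 0 h and the LPS samples at 4 h. The deposited values are UMI counts per gene and cell, without normalization, for 1421 cells and 10970 genes. The authors' annotation assigns the cells to batches 6 and 7. Only the 711 cells of batch 7 carry a name that matches a labelled sample, and these form the 8 samples tested. The 710 cells of batch 6 carry a group but no sample, so each of their groups is given as 1 pooled value without an SD. The labels do not exclude that their replicate numbers stand for batches, in which case the 2 samples per group used here would be plates of 1 replicate. Total UMIs were 5042386 and 3240559 in the PBS-primed PB samples, 6403219 and 5885183 in the LPS-primed PB samples, 6973234 and 8361677 in the PBS-primed BM samples and 7762592 and 8224820 in the LPS-primed BM samples, each from 83 to 92 cells. Because cells of one sample are not independent replicates, UMIs were summed over the cells of each sample and tested across samples with edgeR's quasi-likelihood test, with TMM scaling and Benjamini-Hochberg adjustment at 0.05. The 2 samples of a group differed far beyond counting noise. Across genes, their log2 CPM (UMIs of a gene scaled to a common library total) correlated with a Pearson r of 0.71 to 0.80, and a chi-square of their counts per degree of freedom ranged from 53.3 to 99.6, so that most moderate changes do not pass this test with 2 samples per group. The scaling matters as well. TMM factors were 0.75 and 0.69 in the LPS-primed PB samples against 1.35 and 1.37 in the PBS-primed PB samples, and the median log2 fold change of all genes between these groups was -0.11 with TMM and -1.02 with library size alone. Changes below are relative to the TMM scale.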

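The 711 cells of the 8 samples were clustered after the transformation and the choice of 1500 variable genes given in the methods, with 20 principal components, 20 nearest neighbours and Leiden clustering at a resolution of 0.5, values that the paper's text does not state. Of 4 clusters, 1 consisted mostly of LPS-primed PB neutrophils. It held 85 of the 91 cells of sample 1 (93.4%) and 71 of the 86 cells of sample 2 (82.6%), a mean of 88.0% ± 7.67 (SD, n = 2 samples), together with 2 LPS-primed BM neutrophils and 0 PBS-primed cells. Among the 20 nearest neighbours of an LPS-primed PB neutrophil, 89.7% in sample 1 and 91.1% in sample 2 were of the same group, where group sizes alone would give 24.9%. Thus neutrophils of this group lay mostly among their own in both samples. Sod2 was not among the 1500 genes. The share inside the cluster moved most with the number of variable genes and fell to a mean of 57.7% with 500 of them. A clustering of both batches together was added after the data were seen. Its clusters made mostly of LPS-primed PB neutrophils held 86 of 91 and 67 of 86 cells of the batch 7 samples. They held 185 of the 186 pooled cells of batch 6. These were 2 clusters, with 274 and 64 LPS-primed PB neutrophils. The top 10 genes of the smaller one included the liver genes Apoa2, Alb, Mup3 and Ttr. In the cluster labels deposited by the authors, 269 of the 363 LPS-primed PB neutrophils (74.1%) were in a cluster with 1 cell of any other group. This share differed between the batches, with 84 of 177 cells (47.5%) in batch 7 and 185 of 186 cells (99.5%) in batch 6. The remaining batch 7 cells were mostly (83 cells) in the authors' cluster that also held 341 of the 348 PBS-primed PB neutrophils.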

The majority of LPS-primed blood neutrophils were segregated from the unstimulated blood neutrophils or bone marrow neutrophils in an unbiased clustering (Supplementary Fig. 5a), which echoed their unique function observed above. We compared the gene expression differences between the two types of neutrophils with or without LPS challenge, and identified 557 significantly altered genes in LPS-primed blood neutrophils. 

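The altered genes were counted on the sums per sample over 8478 genes. LPS-primed PB neutrophils against the mean of the 3 other groups gave 592 genes past an adjusted p of 0.05, 527 higher and 65 lower. With library size alone in place of TMM, 514 genes passed, 298 higher and 216 lower, and the 363 genes called under both kept their direction, so that the scaling changes which genes are called and the balance of higher and lower calls. The count moved most, to 1636, with a rank-sum test over the single cells of both batches, in which cells are taken as replicates. Against PBS-primed PB neutrophils alone, 334 genes passed, 294 higher and 40 lower, and with library size alone 406 passed, 140 higher and 266 lower. Without PBS-primed PB sample 1 or 2 the test called 159 and 146 genes, of which 140 and 129 were among the 334. In BM neutrophils, LPS changed 6 genes past the threshold by the same test, 2 higher and 4 lower, while 684 genes had an unadjusted p under 0.05 and DESeq2 called 196. The 2 that rose were Wfdc17, with a log2 fold change of 4.03 (standard error 0.34), and Lilr4b, with 1.78 (standard error 0.19). The 4 that fell were Apoe, Tsc22d3, Dusp1 and Lyz2. Wfdc17 was called whichever sample was left out, while each of the other 5 lost significance without at least 1 of the samples. The BM count ranged from 2 to 28 when each of the 8 samples was left out in turn. The difference between the LPS effects in PB and BM was itself tested, and 127 genes passed at an adjusted p of 0.05. The paper relates the separate clustering of LPS-primed PB neutrophils to their protective function in the transfer experiments, and from the comparison of this group with the others it draws up its list of altered genes.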

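Superoxide dismutase 2 (Sod2) lies on the plus strand of chromosome 17 of mm9 from 13200705 to 13210985. It is a protein-coding gene with 5 exons, the last of which holds the 3′ UTR from 13208035 to 13210985, where a method that counts transcript 3′ ends reads it. Its summed level was 1012.8 and 1133.4 CPM in the LPS-primed PB samples, 20.2 and 49.1 CPM in the PBS-primed PB samples, 1.4 and 20.9 CPM in the PBS-primed BM samples and 9.0 and 33.2 CPM in the LPS-primed BM samples. Both LPS-primed PB samples were thus above all 6 others. The pooled cells of batch 6 had 964.9 CPM in LPS-primed PB, 35.6 in PBS-primed PB, 20.1 in PBS-primed BM and 5.6 in LPS-primed BM neutrophils. Against the mean of the 3 other groups the log2 fold change was 6.36 (standard error 0.69, adjusted p = 0.000154 from edgeR's quasi-likelihood test). By fold change, Sod2 was number 93 of the 527 genes that rose past the threshold and number 29 of the 274 of them with at least 50 CPM that rose in every pair of samples. Against PBS-primed PB neutrophils the log2 fold change was 5.88 (standard error 1.08, adjusted p = 0.011 from edgeR), and 4.96 with library size alone. This call needed both PBS-primed PB samples, since edgeR's adjusted p was 0.154 without sample 1 and 0.108 without sample 2, at log2 fold changes of 5.31 and 6.60. LPS-primed PB neutrophils exceeded LPS-primed BM neutrophils by 6.24 (standard error 1.09, adjusted p = 0.00854 from edgeR, and 0.0683 without LPS-primed BM sample 1). In BM neutrophils the log2 fold change after LPS was 0.71 (standard error 0.90, adjusted p = 0.984 from edgeR), within the spread of the samples. The difference between the LPS effects in PB and BM, 5.17 on the log2 scale (standard error 1.32), did not pass the threshold over all genes (adjusted p = 0.115 from edgeR). This call depends on the setting, since the difference passed with each cell thinned to 5000 UMIs. It also passed with sums of both batches and batch as a term, which was added after the data were seen. With the replicate number as a block in the model, it passed as well (5.14, adjusted p = 0.00311 from edgeR). Over all genes the replicate numbers do not pair the samples, although Sod2 was lower in sample 1 of each group. With single samples left out, the difference ranged from 2.18 to 6.43.

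**Figure D1:**
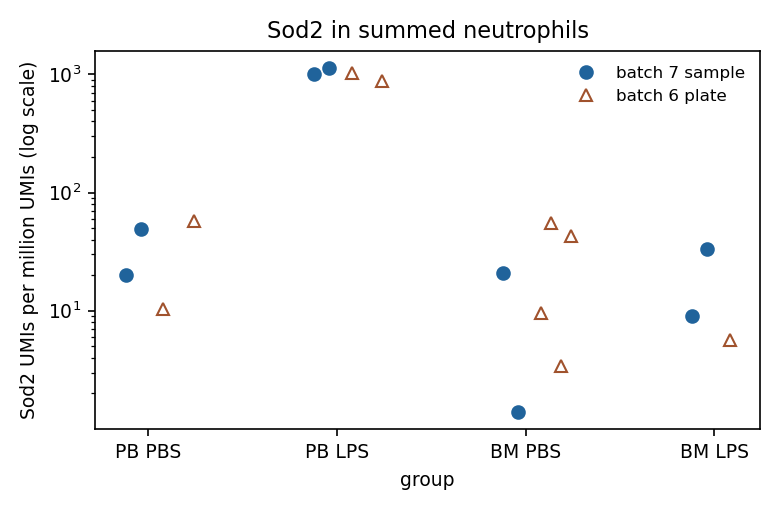
Sod2 CPM on a log scale for each group. Filled circles are the 8 samples of batch 7 and open triangles the plates of batch 6, which carry no sample name. The LPS-primed PB points lie between 879.3 and 1133.4 and all others at or below 57.4.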

Among the top upregulated genes, we noticed the presence of superoxide dismutase 2 (*Sod2*) (Supplementary Fig. 5b–d). Quantitative Real-time PCR analysis confirmed the significant upregulation of Sod2 by circulating neutrophils upon LPS challenge (Fig. 3a).

**Fig. 3:**
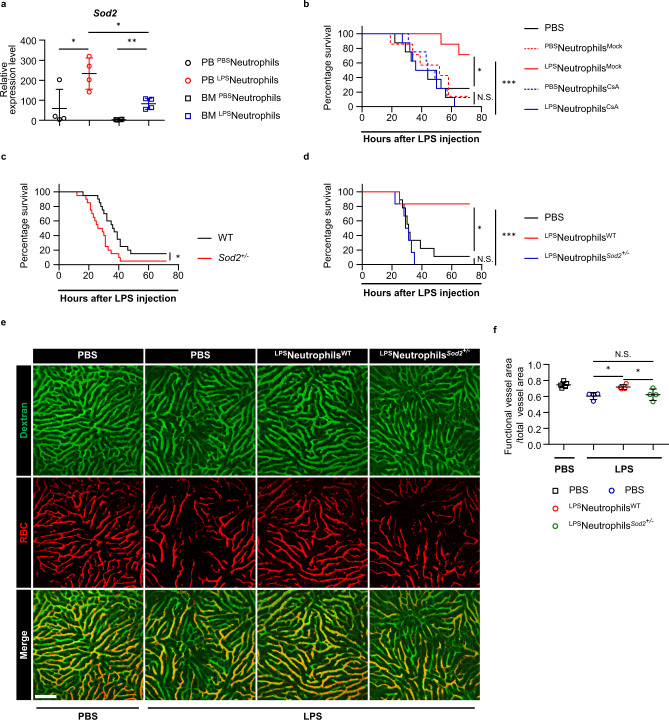
Sod2 is required for neutrophils to restrain septic DIC. **a** Quantitative Real-time PCR analysis of *Sod2* mRNA levels in PB or BM neutrophils challenged with PBS (^PBS^neutrophils) or LPS (^LPS^neutrophils) (*n* = 4 per group). **b** Survival of mice after lethal LPS challenge. Mice were pre-transferred with LPS-primed PB neutrophils treated with (^LPS^neutrophils^Mock^) (*n* = 8), or without CsA (^LPS^neutrophils^CsA^) (*n* = 7), PBS-primed PB neutrophils treated with (^PBS^neutrophils^Mock^) (*n* = 8), or without CsA (^PBS^neutrophils^CsA^) (*n* = 7) or PBS only (*n* = 8). **c** Survival cure of *Sod2*^*+/−*^ mice (*n* = 20) and WT (*n* = 20) littermates after lethal LPS. *p* = 0.0131. **d** Survival of mice after lethal LPS challenge. Mice were pre-transferred with LPS-primed *Sod2*^*+/−*^ PB neutrophils (^LPS^neutrophils^*Sod2+/−*^) (*n* = 6), LPS-primed WT PB neutrophils (^LPS^neutrophils^WT^) (*n* = 6) or PBS only (*n* = 9). **e** Representative imaging of liver functional vessel in the indicated recipient mice 1 h after lethal LPS. FITC-Dextran (green) labeled blood vessels, and DID-labeled red blood cells (red) indicated blood flow. Scale bar, 100 μm. **f** Mean ratios of the functional vessel area to the total vessel area in mice 1 h after PBS *(n* = 5). Mean ratios of the functional vessel area to the total vessel area in mice 1 h after lethal LPS. Mice were pre-transferred with LPS-primed *Sod2*^*+/−*^ PB neutrophils (*n* = 4), LPS-primed PB neutrophils (*n* = 4) or PBS only (*n* = 4). Source data are provided as a Source Data file. Data are representative of, or pooled from at least three independent experiments. Data are mean ± *SD*. Log-rank (Mantel–Cox) test was used for **b**–**d**; Two-tailed unpaired *t* tests was used for **a** and **f**. *p  <  0.05, **p  <  0.01, ***p  <  0.001, N.S. not significant.

Low levels of plasma-SOD2 were previously observed in septic DIC patients, suggesting SOD2 might modulate the occurrence of DIC in sepsis^13^. Given its vital role in combating oxygen radical-mediated tissue injury, we asked whether the enzymatic activity of Sod2 modulated neutrophils’ antithrombotic function. We pretreated blood neutrophils with Cyclosporine A (CsA) to quench Sod2 activity^15^, and transferred the neutrophils into mice followed by lethal LPS. Once again, we observed the benefit of transferring LPS-primed neutrophils in the survival study (Fig. 3b); in contrast, pre-treating the LPS-primed neutrophils with CsA largely negated their protective effects in the transfer experiments (Fig. 3b). Next, we employed heterozygous *Sod2* gene knock out mice (*Sod2*^*+/−*^) to directly assess the role of Sod2 in sepsis. Although *Sod2*^*+/−*^ mice mounted a grossly normal response to LPS challenge (Supplementary Fig. 5e, f), they succumbed sooner to LPS sepsis than their wild-type littermates (Fig. 3c), suggesting Sod2 was an essential effector maintaining homeostasis in LPS sepsis. To evaluate more definitively whether Sod2 was necessary to mediate circulating neutrophils’ protective function in sepsis, we transferred neutrophils from LPS-challenged *Sod2*^*+/−*^ mice or wild-type littermates into recipient mice followed by lethal LPS. Neutrophils from *Sod2*^*+/−*^ mice no longer conferred protection against lethal LPS compared to wild-type neutrophils, as revealed by the survival study (Fig. 3d). Similarly, partial loss of Sod2 abrogated LPS-primed neutrophils’ ability to attenuate the obstructed blood perfusion (Fig. 3e, f), proving that Sod2 indeed was necessary to bring about the antithrombotic effects of LPS-primed neutrophils.

Taken together, Sod2 is upregulated by circulating neutrophils upon LPS challenge, and it is a necessary effector molecule for neutrophils to restrain DIC in sepsis.

### Neutrophils release EVs containing mitochondria, which carry substantial Sod2 upon LPS challenge

SOD2, also known as MnSOD, is a manganese-containing tetramer that is located on the mitochondria^16^. It is highly expressed by many activated leukocytes such as macrophages and neutrophils stimulated by Toll-like receptors (TLRs)^17,18^. Once activated, the mitochondria within these myeloid cells undergo respiration burst and generate enormous amount of ROS for pathogen elimination^19^. Consequently, these cells upregulate SOD2 most likely to manage the intrinsic oxidative stress upon stimulation. We wondered how did neutrophils employ a mitochondria-localized enzyme to regulate the coagulation system. To investigate the mechanism by which Sod2 mediates the antithrombotic effect of neutrophils, we employed the *PhAM*^*floxed*^ mice^20^ that allow one to label mitochondria by Cox8/Dendra2 (green fluorescence) in a Cre-dependent manner. By immunofluorescence (IF) staining of blood leukocytes, we observed that crossing *PhAM*^*floxed*^ to *Mrp8-Cre* mice permitted the expected expression of Cox8/Dendra2 primarily within Ly6G positive neutrophils (Fig. 4a). Co-localization of Sod2 and Cox8 confirmed that Sod2 was exclusively located on mitochondria (Fig. 4a). Interestingly, we noticed some vesicular-like structures among the extracellular space containing Cox8/Dendra2 and Sod2 in the IF images (Fig. 4b). The vesicles appeared to be derived from neutrophils given the presence of Ly6G positive membrane (Fig. 4b). In addition, we also observed the neutrophil-derived mitochondrion-containing vesicles (Fig. 4d) in human peripheral blood samples (Fig. 4c). To study these vesicles more closely, we first perfused mice with saline to flush blood out of the vascular system. The total vasculature lavage fluid was then collected for a further fractionation procedure based on sequential centrifugation (Fig. 4e). Western blot confirmed that Pellet 1 and 2 contained mitochondria proteins, including Sod2, the level of which increased after LPS stimulation (Fig. 4f). Through transmission electron microscope (TEM) we found Pellet 1 and 2 primarily comprised 2–4 μm diameter oval vesicles with microvilli projecting from the membrane (Fig. 4g). Deeper characterization of these vesicles by TEM revealed that they were single layer membrane vesicles containing several smaller vesicles, among which 0.1–0.2 μm diameter mitochondria were clearly observed (Fig. 4h). Similar structures were also captured within neutrophils in close contact with hepatic vessels on liver sections (Fig. 4i). For further characterization, we subjected ^LPS^EVs into mass-spectrometry-based proteomic analysis and identified 2078 protein species. The ontology analysis of the proteomic data revealed the mitochondrial-associated proteins, including Sod2, were significantly enriched in these EVs (Supplementary Fig. 5g, h). Taken together, these data indicate that circulating neutrophils release mitochondrion-containing EVs within vasculature, which carry substantial Sod2 after LPS stimulation.

**Fig. 4:**
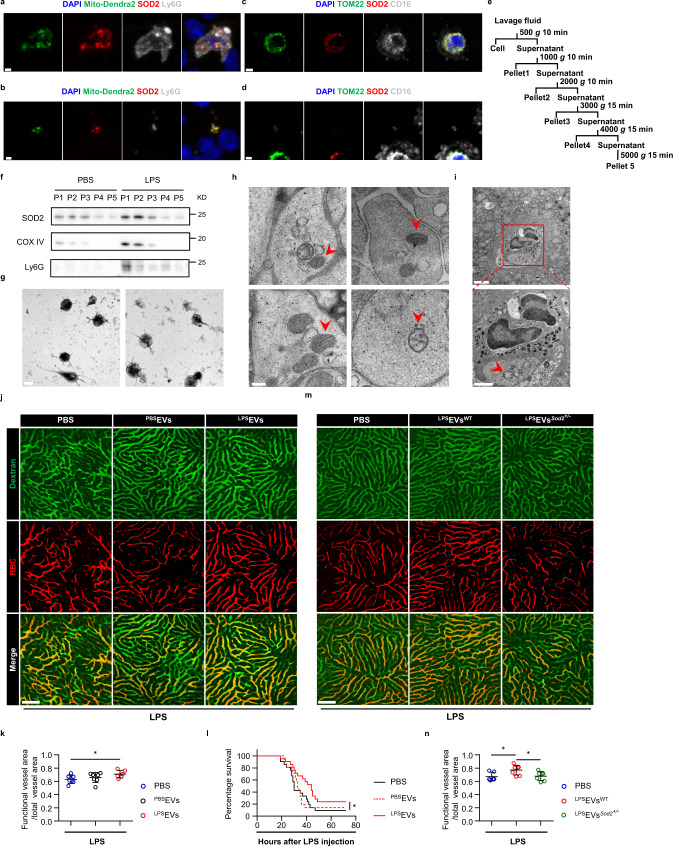
Mitochondrion-containing EVs from neutrophils exhibit Sod2-dependent antithrombotic function. **a**–**b** Confocal images of Sod2 (Red), Mito-Dendra2 (Green) and Ly6G (Grey) among blood leukocytes from *PhAM*^*floxed*^ × *Mrp8-Cre* mice. Scale bar in **a**, 3 μm; Scale bar in **b**, 2 μm. **c**–**d** Confocal images of SOD2 (Red), TOM22 (Green) and CD16 (Grey) among blood leukocytes from healthy donors. Scale bar in **c**, 3 μm; Scale bar in **d**, 2 μm. **e** Schematic of sequential centrifugation to isolate EVs from mouse vasculature lavage fluid. **f** Western blot analysis of Sod2, COX IV and Ly6G protein levels in different pellets (P1-P5) purified from mice 4 h after PBS or LPS. **g** Representative transmission electron microscope (TEM) images of the isolated EVs from P1 (left) and P2 (right). Scale bar, 2 μm. **h** Representative TEM images of isolated EVs containing small mitochondria (red arrows). Scale bar, 0.2 μm. **i** Representative TEM images of a liver section showing a mitochondrion-containing EV (red arrow) within an intravascular neutrophil. Scale bar, 2 μm. The boxed area is enlarged at the bottom panel. Scale bar, 1 μm. **j**, **m** Representative imaging of liver functional vessel in the indicated recipient mice 1 h after lethal LPS. FITC-Dextran (green) labeled blood vessels, and DID-labeled red blood cells (red) indicated blood flow. Scale bar, 100 μm. **k** Mean ratios of the functional vessel area to the total vessel area in mice 1 h after lethal LPS. Mice were pre-transferred with LPS-primed EVs (^LPS^EVs) (*n* = 6), PBS-primed EVs (^PBS^EVs) (*n* = 7) or PBS only (*n* = 7). *p* = 0.0396. **l** Survival of mice after lethal LPS (20 *mg*/*kg*) challenge. Mice were pre-transferred with LPS-primed EVs (*n* = 21), PBS-primed EVs (*n* = 21) or PBS only (*n* = 21). **n** Mean ratios of the functional vessel area to the total vessel area in mice 1 h after lethal LPS. Mice were pre-transferred with LPS-primed *Sod2*^*+/−*^ PB EVs (^LPS^EVs^*Sod2+/−*^) (*n* = 6), LPS-primed EVs (^LPS^EVs^WT^) (*n* = 7) or PBS only (*n* = 7). Source data are provided as a Source Data file. Data are representative of or pooled from at least three independent experiments. Data are mean ± *SD*. Log-rank (Mantel–Cox) test was used for **i**. Two-tailed unpaired *t* tests were used for statistical analyses in **k** and **m**. *p  <  0.05.

### The Sod2-rich EVs display antithrombotic function

Extracellular vesicles usually act as mediators of intercellular communications by delivering and exchanging cellular contents between effector and target cells. We asked whether the EVs observed above served as a mechanism for neutrophils to suppress septic DIC. To answer this question, we isolated EVs from mice with (^LPS^EVs) or without LPS exposure (^PBS^EVs) and transferred these EVs separately into mice followed by lethal LPS. In parallel with the antithrombotic effect mediated by LPS-primed neutrophils, transfer of ^LPS^EVs markedly improved the obstructed blood perfusion induced by microthrombi after lethal LPS (Fig. 4j, k). Moreover, mice receiving ^LPS^EVs showed decrease mortality after lethal LPS compared with the ones receiving ^PBS^EVs (Fig. 4l). In contrast, transfer of ^LPS^EVs from *Sod2*^*+/−*^ mice could no longer attenuate the obstruction in blood perfusion to the same extent as transfer of wild type ^LPS^EVs ((Fig. 4m, n), highlighting Sod2’s importance in these EVs.

Collectively, the above results mapped the protective effect of circulating neutrophils during LPS sepsis to the mitochondrion-containing EVs.

### Neutrophils reduce endothelial ROS accumulation by the Sod2-rich EVs

To better study the process of EVs dissemination by neutrophils, we first labeled neutrophils in vivo by i.v. injection of anti-Ly6G-PE. Through intravital live imaging, we observed that as the fluorescence-labeled neutrophils moved forward along the blood vessels, they constantly left Ly6G positive EVs behind (Fig. 5a, b, Supplementary Movie 6). This process was primarily observed within the vasculatures, hinting that EVs generation and dissemination might be instructed by certain communication between neutrophils and the endothelium. Next, we turned our attention to the *PhAM*^*floxed*^ × *Mrp8-Cre* mice, in which mitochondria within neutrophils were labeled by green fluorescence. Under live imaging, we caught the process of packaging and releasing of EVs containing mitochondria by the migrating neutrophils (Fig. 5d, Supplementary Movie 7). Furthermore, these mitochondrion-containing EVs tended to cluster and line along the vessel wall (Fig. 5c), which provide further explanation for the finding that LPS-primed neutrophils improve endothelial dysfunction. Likewise, we found transferring LPS-primed neutrophils effectively decreased endothelial ROS accumulation after lethal LPS (Fig. 5e, f). In contrast, partial loss of Sod2 in neutrophils largely counteracted this beneficial effect (Fig. 5e, f).

**Fig. 5:**
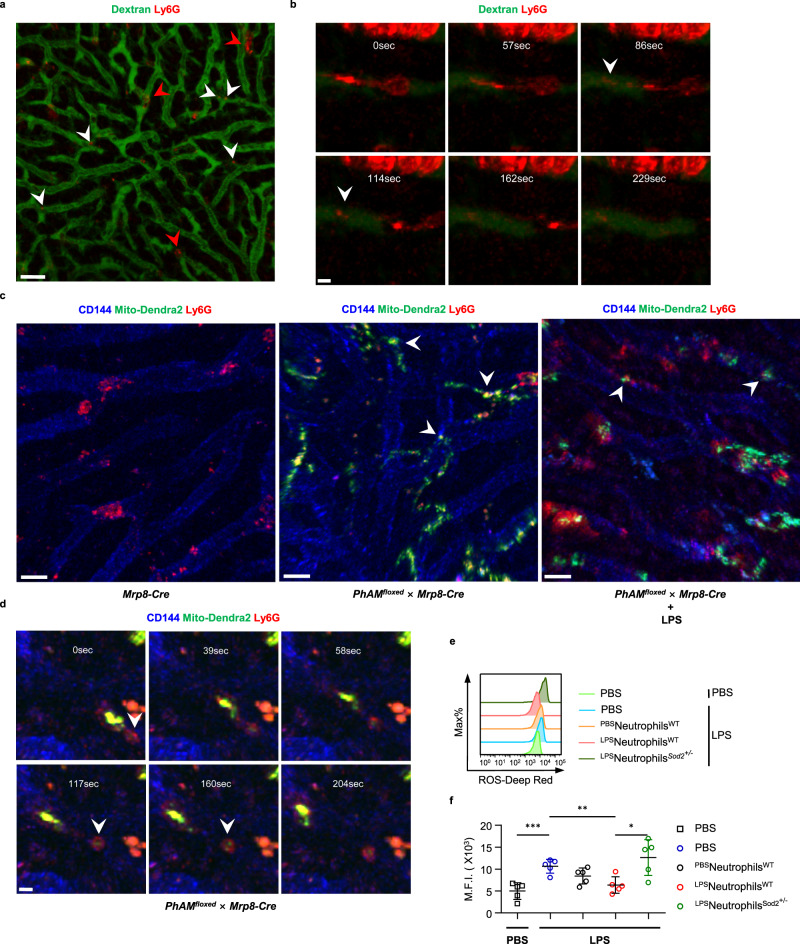
Neutrophils release mitochondrion-containing EVs during migration and reduce endothelial ROS accumulation. **a**–**b** Representative images from intravital imaging of neutrophils (Ly6G-Red, red arrows) within liver vasculature (Dextran-Green) in wild type mice. The white arrow indicates a vesicle released by a migrating neutrophil. Scale bar in **a**, 30 μm; Scale bar in **b**, 5 μm. **c**–**d** Representative images from intravital imaging of neutrophils (Ly6G-Red) within liver vasculature (CD144-Blue) in *PhAM*^*floxed*^ × *Mrp8-Cre* mice. Mitochondria of neutrophils were labeled by Mito-Dentra2 (Dendra2-Green). The white arrow indicates a mitochondrion-containing vesicle released by a migrating neutrophil. Scale bar in (**c**), 15 μm; Scale bar in **d**, 5 μm. **e** Flow analysis of ROS levels in hepatic endothelial cells 1 h after PBS or lethal LPS in the indicated recipient mice. **f** M.F.I. of ROS levels in hepatic endothelial cells 1 h after PBS or lethal LPS in the indicated recipient mice (*n* = 5 per group). Source data are provided as a Source Data file. Data are representative of or pooled from at least three independent experiments. Data are mean ± *SD*. Two-tailed unpaired *t* tests were used for statistical analyses. *p  <  0.05, **p  <  0.01, ***p  <  0.001.

Together, circulating neutrophils constantly shed EVs containing mitochondria, which, under inflammation, could very well become efficient vehicles delivering antioxidants, such as Sod2 to offset the surrounding oxidative stress to maintain endothelial homeostasis.

### The Sod2-rich EVs are essential for neutrophils to suppress septic DIC

To further evaluate the significance of the mitochondrion-containing EVs in mediating neutrophils’ antithrombotic effect, we first depleted neutrophils by serial injection of anti-Ly6G antibody (1A8). Compared with mice treated with isotype control antibody, circulating neutrophils were effectively eliminated in mice injected with anti-Ly6G for 3 consecutive days (Supplementary Fig. 6a). When we subjected these mice to lethal LPS challenge, we confirmed that neutrophil depletion significantly shortened the host survival time (Fig. 6a)^9^. Given the existing debate about the efficiency, accuracy and specificity of antibody-mediated neutropenic model, we also used the *ROSA26-iDTR*^*KI*^ × *Mrp8-Cre* mice in which neutrophils were depleted by diphtheria toxin (DT) treatment (Supplementary Fig. 6b)^9^. The survival study with the DT-treated mice revealed a similar result showing that neutropenic mice were more susceptible to lethal LPS-induced sepsis (Fig.6b). On the contrary, we found mice pre-depleted with monocytes and macrophages were largely rescued from lethal LPS challenge (Supplementary Fig. 6c), highlighting the unique role of neutrophils compared with other myeloid cells. In addition, neutrophil depletion greatly exacerbated the obstructed blood perfusion within liver (Fig. 6c, d). When we introduced the ^LPS^EVs into the neutropenic host followed by lethal LPS, we found a significant improvement in the obstructed blood perfusion pattern (Fig. 6c, d).

**Fig. 6:**
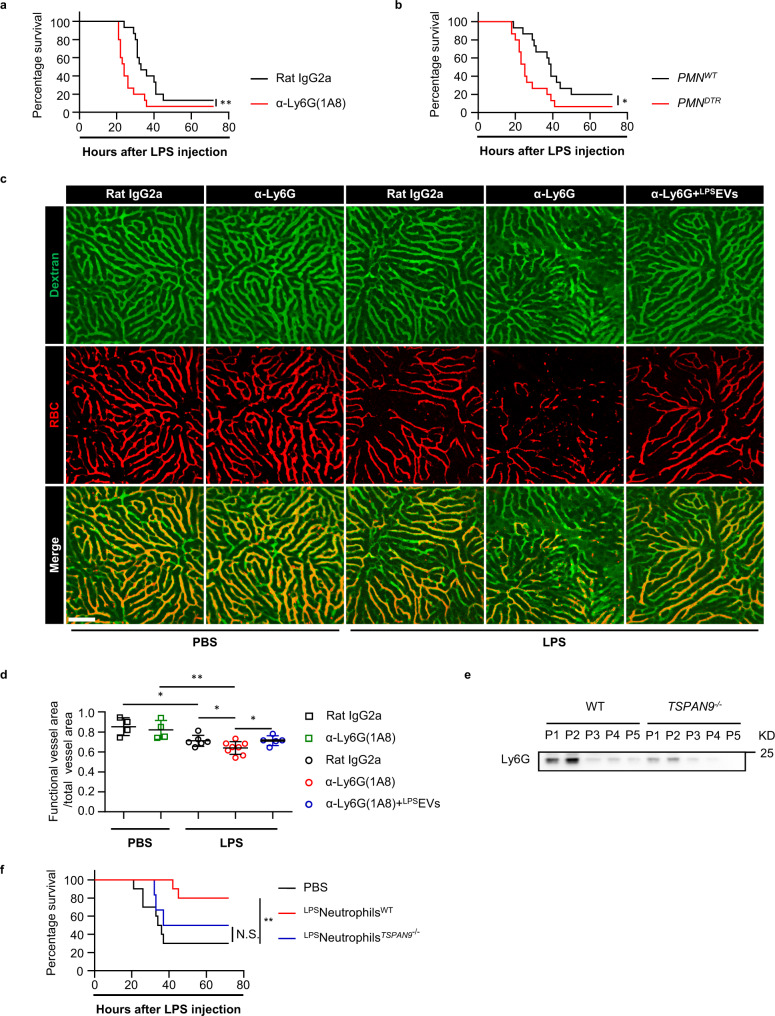
Transfer of Sod2-rich EVs alleviates the coagulopathy in neutropenic mice upon lethal LPS challenge. **a** Survival of α-Ly6G (1A8) (*n* = 15), or isotype antibody (Rat IgG2a) (*n* = 15) treated mice after lethal LPS. *p* = 0.0078. **b** Survival of DT-treated *PMN*^*DTR*^ (*ROSA26-iDTR*^*KI*^ × *Mrp8-Cre*) (*n* = 15) mice and *PMN*^*WT*^ (*Mrp8-Cre*) (*n* = 15) littermates after lethal LPS. *p* = 0.0185. **c** Representative imaging of liver functional vessel in the neutropenic mice 1 h after PBS or lethal LPS. FITC-Dextran (green) labeled blood vessels, and DID-labeled red blood cells (red) indicated blood flow. Scale bar, 100 μm. **d** Mean ratios of the functional vessel area to the total vessel area in α-Ly6G (1A8) (*n* = 4), or isotype antibody (*n* = 4) treated mice after PBS. Mean ratios of the functional vessel area to the total vessel area in α-Ly6G (1A8) (*n* = 8), or isotype antibody (*n* = 6) treated mice after lethal LPS. Mean ratios of the functional vessel area to the total vessel area in α-Ly6G (1A8) treated mice after lethal LPS. Mice were pre-transferred with LPS-primed EVs (^LPS^EVs) (*n* = 5). **e** Western blot analysis of Ly6G protein levels in different pellets (P1-P5) purified from WT or *TSPAN9*^*−/−*^ mice 4 h after LPS. **f** Survival of mice after lethal LPS challenge. Mice were pretransferred with LPS-primed *TSPAN9*^*−/−*^ PB neutrophils (^LPS^neutrophils^*TSPAN9−/−*^) (*n* = 6), LPS-primed WT PB neutrophils (^LPS^neutrophils^WT^) (*n* = 10) or PBS only (*n* = 10). Source data are provided as a Source Data file. Data are representative of, or pooled from at least three independent experiments. Data are mean ± *SD*. log-rank (Mantel–Cox) test was used for statistical analyses in **a**, **b**, **f**. Two-tailed unpaired *t* tests were used for statistical analyses in **d**. *p  <  0.05, **p  <  0.01, N.S. not significant.

Given the morphological similarities between the EVs observed above and a type of migrasomes that are generated via mitocytosis^21^, we asked whether the EVs in this study derived from mitocytosis as well. It’s been shown that mitocytosis is mediated by members of tetraspanin family, such as TSPAN4 and TSPAN9. We compared the total EVs obtained from wild-type and TSPAN9 knock-out mice (TSPAN9^−/−^) by western blot, and found that the neutrophil-derived-EVs were greatly reduced TSPAN9^−/−^ mice (Fig. 6e). In addition, transferring LPS-primed circulating neutrophils from TSPAN9^−/−^ mice did not rescue the recipient mice from LPS-lethality (Fig. 6f).

Taken together, these findings validated the vital importance of circulating neutrophils’ antithrombotic function, established the critical role of the Sod2-rich EVs from neutrophils in restraining septic DIC and confirmed TSPAN9 as a key regulator for the generation of these EVs.

### Targeting intravascular ROS attenuates DIC and improves survival in sepsis

Having uncovered Sod2-rich EVs as a direct mechanism by which circulating neutrophils scavenge intra-vascular ROS during systemic inflammation, we sought to evaluate the potential prophylactic effect of antioxidants on septic DIC. Given the poor cell permeability and short circulating half-life of SOD2, we treated mice with two mitochondria-targeted antioxidants: β-Nicotinamide mononucleotide (NMN)^22^ and Mitoquinone mesylate (MitoQ10)^23^, and analyzed the outcomes on LPS sepsis. As shown in Fig. 7a–d, treating mice with NMN or MitoQ10 resulted in decreased endothelial ROS level in line with improved blood perfusion. In addition, both NMN and MitoQ10 decreased the mortality rates of the septic mice (Fig. 7e). These data highlighted that the intravascular oxidative stress is a key pathogenic event driving septic DIC, and suggested that antioxidants could be exploited as therapeutic strategies for DIC in sepsis. The more detailed mechanisms of how endothelial-ROS promotes systemic coagulation deserves further exploration.

**Fig. 7:**
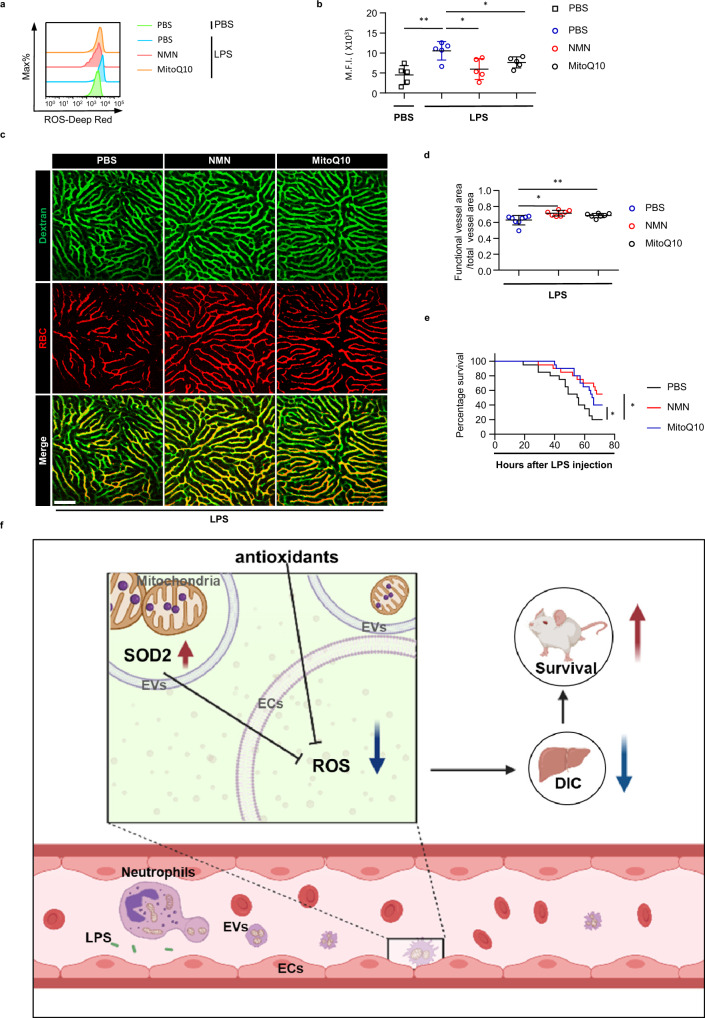
Antioxidants reduces endothelial ROS, attenuates DIC and improves survival in sepsis. **a** Flow analysis of ROS levels in hepatic endothelial cells 1 h after PBS or lethal LPS in the indicated recipient mice. **b** M.F.I. of ROS levels in hepatic endothelial cells 1 h after PBS or lethal LPS in the indicated mice (*n* = 5 per group). **c** Representative imaging of liver functional vessel in the indicated mice 1 h after lethal LPS. FITC-Dextran (green) labeled blood vessels, and DID-labeled red blood cells (red) indicated blood flow. Scale bar, 100 μm. **d** Mean ratios of the functional vessel area to the total vessel area in mice 1 h after lethal LPS. Mice were injected with mitoQ 10 (5 *mg*/*kg*, 30 min before lethal LPS, *n* = 7), NMN (300 *mg*/*kg*, 1 h before lethal LPS, *n* = 7) or PBS only (*n* = 8). **e** Survival of mice after lethal LPS challenge. Mice were injected with mitoQ 10 (5 *mg/kg*, 30 min before lethal LPS, *n* = 20), NMN (300 *mg*/*kg*, 1 h before lethal LPS, *n* = 20) or PBS only (*n* = 20). **f** A graphical summary showing that circulating neutrophils employ Sod2-rich EVs to diminish intravascular ROS, thereby mitigating DIC and protecting host against sepsis. Alternatively, antioxidants administration displays protective effects similar to the Sod2-rich EVs, highlighting the potentials of antioxidants in managing sepsis. Source data are provided as a Source Data file. Data are representative of, or pooled from at least three independent experiments. Data are mean ± *SD*. log-rank (Mantel–Cox) test was used for statistical analyses in **e**. Two-tailed unpaired *t* tests were used for statistical analyses in **b** and **d**. *p  <  0.05, **p  <  0.01.

## Discussion

The aggravated inflammatory response of innate immune cells is the central mechanism that initiates multiple deadly complications in sepsis. Studies using mouse models have shown that pre-depletion of monocytes and macrophages significantly improved survival in EprJ or LPS induced sepsis^24^. In contrast, depleting neutrophils enhanced susceptibility to endotoxemia and sepsis^9^, implying a distinct role of neutrophils compared with other myeloid cells under systemic inflammation. In this study, we found circulating neutrophils constantly release mitochondrion-containing EVs while migrating along vascular endothelium. Upon stimulation, these EVs transport substantial Sod2 and serve as essential antithrombotic mediators by diminishing intravascular ROS and maintaining endothelium homeostasis. These findings uncover a detailed mechanism by which circulating neutrophils suppress the activation of the coagulation system and protect against septic DIC (Fig. 7f).

In this study we showed that, apart from their well-known antimicrobial features, neutrophils in circulation play an important role in supporting vasculature homeostasis during systemic inflammation. We identified Sod2 as an essential mediator of the circulating neutrophils in offsetting intravascular ROS and suppressing thrombosis. Although upregulation of SOD2 in activated myeloid cells has been reported by many studies^17,18^, by what mechanism SOD2 contributes to immune responses is largely unknown. Our findings proved that Sod2 upregulation in neutrophils is more than an adaptive response for the cells to counteract intracellular oxidative stress. More importantly, neutrophils spare Sod2 via mitochondrion-containing EVs to scavenge ROS in trans. The low dose LPS-primed neutrophils protect the recipient mice from lethal LPS initially reminded us of a phenomenon called endotoxin tolerance^25^. However, the release of mitochondrion-containing EVs carrying Sod2 by neutrophils does not relate to any known mechanisms of endotoxin tolerance, such as inhibition of MAPK activation or impaired NF-kB translocation. Moreover, endotoxin tolerance is usually recognized as the autonomous desensitization of monocytes/macrophages upon repetitive LPS challenges, whereas the phenomenon in this study appears to be an intercellular behavior between neutrophils and endothelial cells.

Besides the many morphological similarities between the mitochondrion-containing EVs in this study and the type of migrasomes generated via mitocytosis, we found that the formation of these EVs is also dependent on TSPAN9, a key regulator of mitocytosis. It’s been established that circulating neutrophils employ mitocytosis to maintain mitochondrial quality by disposing of damaged mitochondia^21^. Our study expanded the knowledge about the functions of the circulating-neutrophil-derived mitochondrion-containing EVs. These EVs directly participate in host protection by acting as extracellular ROS scavengers in systemic inflammation. Together these findings highlight the mitochondrion-containing EVs as essential effectors with various functions for circulating neutrophils. To date, chromatins and enzymatic granules are the two well-recognized extracellular “tools” from neutrophils to contain infection and orchestrate inflammation. Multiple studies showed that NETs and granules contribute to toxic inflammatory and procoagulant host response during sepsis^26,27^. Our work identified the mitochondrion-containing extracellular vesicles as a third type of extracellular effectors of neutrophils, and these EVs display an anti-coagulant function in sepsis. How neutrophils arrange and employ their “tools” with opposite effects in diseases deserves further exploration. It’s also noteworthy that these EVs tend to cluster along the endothelium bed under intravital imaging, suggesting the EVs probably inherited the close and complex interactions with endothelium from neutrophils. How exactly these EVs cooperate with the endothelial cells to mitigate the ROS accumulation remain an open question.

Sepsis has been a global health problem and a common cause of death in hospitals. DIC occurs in one-third cases of severe sepsis lacking effective treatments, thereby posing a great threat to patients’ survival in intensive care. Prompt recognition and effective preventative measures are crucial for managing this deadly complication. Our findings identified a previously unknown function for neutrophils in suppressing septic DIC, and established a detailed mechanism by which neutrophils ameliorate intravascular oxidative stress to maintain vascular homeostasis. More importantly, we demonstrated that the interactions between neutrophils and vascular endothelium is a critical event regulating coagulation during the onset of sepsis. Based on the findings from our mechanistic studies, we showed that systemic administration of antioxidants yielded promising results in alleviating DIC in the murine sepsis model, suggesting antioxidants potentially could serve as prophylactics for patients with sepsis.

## Methods

All experimental animal procedures in this study were approved by Institutional Animal Care and Use Committees (IACUCs) of Center for Excellence in Molecular Cell Science, CAS. All experimental procedures with human blood samples were approved by Institutional Review board of Center for Excellence in Molecular Cell Science, Chinese Academy of Sciences. Written informed consent was received from each donor.

### Antibodies

The following flow antibodies were purchase from Biolegend: Antimouse CD45-Brilliant Violet 421; Antimouse Ly-6G-Alexa Fluor 488; Antimouse Ly-6G-Alexa Fluor 647; Antimouse CD31-Alexa Fluor 647; Antimouse CD31-PE/Cyanine7; Antimouse CD45 FITC; Anti-mouse/human CD11b-Brilliant Violet 421; Antimouse CD184 (CXCR4)-PerCP/Cyanine5.5; Antimouse CD182 (CXCR2)-APC/Cyanine7.

The following flow antibodies were purchase from Invitrogen: Anti-CD144 (VE-cadherin)-eFluor 660; Anti-CD54 (ICAM-1)-PE; Anti-CD11b-APC; Antimouse F4/80-PE.

The following flow antibodies were purchase from BD Biosciences: Antimouse Ly6G-PE; Anti-Mouse CD16/CD32. Anti-Fibrin (Cat#MABS2155) was purchased from Sigma-Aldrich; Anti-SOD2/MnSOD (Cat#ab68155) and Anti-CD15 (Cat#ab135377) were was purchased from Abcam; Antirabbit β-Actin-HRP (Cat#AF5006) was purchased from Beyotime; Antirabbit IgG-HRP (Cat#7074 S), anti-Ly6G (Cat#87048 S) and anti-COX IV (Cat#4844 S) were purchased from Cell Signaling Technology; Anti-TOMM22 (Cat#66562-1-Ig) was purchased from Proteintech; InVivoMAb antimouse Ly6G (Cat#BE0075-1) and InVivoMAb rat IgG2a isotype control (Cat#BE0089) were purchase from Bio X Cell; Donkey antirabbit IgG (H + L)-Cy3 (Cat#711-165-152) and donkey anti-mouse IgG (H + L)-Cy3 (Cat#715-165-150) were purchased from Jackson ImmunoResearch.

### Mice

C57BL/6 J mice were purchased Shanghai Jihui Laboratory Animal Care (China); *Sod2*^*+/−*^ mice (B6/JGpt-*Sod2*^*em18Cd19076*^/Gpt) were purchased from GemPharmatech Company; *ROSA26-iDTR*^*KI*^ mice (C57BL/6-*Gt(ROSA)26Sor*^*tm1(HBEGF)Awai*^/J) were provide by Dr. Wen-Biao Gan at Peking University, Shenzhen Graduate School; *Mrp8-Cre* mice (B6.Cg-Tg (S100A8-cre,-EGFP) 1Ilw/J) and *PhAM*^*floxed*^ mice (B6; 129S-*Gt(ROSA)26Sort*^*m1(CAG-COX8A/Dendra2)Dcc*^/J) were purchased from The Jackson Laboratory. TSPAN9^−/−^ mice were provided by Dr. Li Yu at Tsinghua University. All mice were bred and maintained in the specific pathogen-free (SPF) facility at Center for Excellence in Molecular Cell Science, CAS. All experiments were performed with 7- to 12-week-old male mice. Littermates were used as controls whenever possible. Housing conditions for the mice: dark/light cycle 12 h, ambient temperature 20–26 °C, humidity 40–70%. All experimental animal procedures were approved by Institutional Animal Care and Use Committees (IACUCs) of Center for Excellence in Molecular Cell Science, CAS.

### Cells

Single cell suspensions of peripheral blood and bone marrow were prepared as previously described. Neutrophils were isolated by EasySep™ Mouse Neutrophil Enrichment Kit (Stem Cell). The isolated neutrophils were washed twice with PBS and maintained on ice for further experiments.

For erythrocyte isolation, mouse peripheral blood was first collected into heparin treated eppendorf tubes and centrifuged at 500 *g* for 15 min at room temperature. The plasma fraction and buffy coat layer were removed. The bottom fraction containing erythrocytes were washed with RPMI-1640 medium (Gibco) and subjected to DID labeling (Thermo Fisher).

Erythrocyte were resuspended in RPMI-1640 medium supplemented with 5 μM DiD Cell-Labeling Solution (Thermo Fisher), and incubated at 37 *°C* for 30 min. DiD-RBC were washed in PBS for three times before injecting into mice.

For liver endothelial cell preparation, liver was digested by a two-step liver collagenase perfusion as previously described^28^. After digestion, the liver was gently extruded in a dish containing 15 ml of dulbecco’s modified eagle medium (DMEM). Single cells released from the liver were collected and filtered through a 100 μm cell strainer. The single cell suspension was centrifuged at 50 g for 2 min. The pelleted hepatocytes were discarded. The supernatant was collected for a further centrifugation at 500 g for 7 min to pellet immune cells and endothelial cells. The obtained cells were washed, stained and analyzed by flow cytometry.

### Isolation of EVs

Mice were euthanized by carbon dioxide. The inferior vena cava was sectioned immediately, and the animal was perfused with 8 ml cold PBS through the left ventricle. A mixture of blood and lavage fluid derived from the perfusion was collected into EDTA-treated tubes and subjected to sequential centrifugation. Briefly, the mixture was first centrifuged at 500 g for 10 min to pellet total cells. The derived supernatant was collected for the 2nd centrifugation at 1000 g for 10 min. Pellet derived from 1000 g was collected and marked as P1. The supernatant was subjected into further centrifugations at 2000 g for 10 min (P2), 3000 g for 15 min (P3), 4000 g for 15 min (P4) and 5000 g for 15 min (P5) sequentially. Pellets from each centrifugation were collected, washed and subjected to further analysis. EVs pooled from P1 and P2 were used for the adoptive transfer experiments.

### Adoptive transfer

To obtain PBS or LPS primed neutrophils or extracellular vesicles (EVs), donor mice were intraperitoneally (i.p.) injected with PBS or a low dose of LPS (0.5 mg/kg, Sigma-Aldrich). 4 h later, neutrophils or EVs were prepared as described above. 0.2 × 10^6^ neutrophils or EVs pooled from three donors were introduced into each recipient mouse by tail vein injection. 30 min later, the recipient mice were i.p. injected with a lethal dose of LPS (35 mg/kg) or a lethal dose of Con A (37.5 mg/kg).

### Antioxidants Treatment

Mice were given *β*-Nicotinamide mononucleotide (NMN, 300 mg/kg, MCE) or Mitoquinone mesylate (MitoQ10, 5 mg/kg, MCE) followed by a lethal dose of LPS (20 mg/kg). Endothelial ROS and blood perfusion pattern were measured 1 h after the lethal LPS.

### CLP

CLP surgery was performed as previously described^29^. Mice were anesthetized using isoflurane/O_2_ during the surgery. The cecum was ligated at 40% between the distal pole and the base of the cecum. A puncture was performed using a 21 *G* needle from the mesenteric toward the antimesenteric direction after the ligation. The peritoneum was closed with absorbable suture and the skin was stapled using wound closure clips. Mice were given saline for fluid resuscitation after the surgery. Buprenorphine was used as analgesic prior and after the surgery. Mice were observed over a 10-day period for moribundity assessment.

### Flow cytometry analysis

Single-cell suspensions were prepared as described above^30^. For evaluation of surface markers, cells were blocked first with anti-CD16/32 (1:1000), and then stained with fluorescence antibodies in FACS buffer (PBS, 1%BSA) on ice for 40 min. FITC Annexin V Apoptosis Detection Kit (BioLegend) was used to measure the externalization of phosphatidylserine. For ROS detection, cells were incubated at 37 °C for 30 min with 5 μM CellROX^TM^ Deep Red Reagent (Thermo) in DMEM full medium. The cells were washed twice with 3 ml FACS buffer and then subjected to surface staining. All samples were acquired on a BD LSRFortessa II (BD FACSDiva v8.0.2) and analyzed with FlowJo v10.

### Quantifications of cytokines and LDH

Levels of selected cytokines in mouse plasma were analyzed by Cytometric Bead Array (Mouse inflammation CBA kit; BD). Data were acquired on a BD LSRFortessa II (BD FACSDiva v8.0.2) and analyzed with FlowJo v10. Plasmatic LDH’s levels were measured with VITROS 4600 (Ortho Clinical Diagnostics).

### Histology

Mouse tissues were fixed in 4% PFA for 1 h at 4 °C followed by dehydration in 30% sucrose overnight. Tissues were embedded in OCT (Sakura) and nap frozen. The embedded tissues were cut into 8 *µm* thick sections, air dried and blocked with 5% normal donkey serum in PBST (0.3% Triton X-100 in PBS). Sections were incubated with primary antibodies at 4 °C overnight, washed and then stained with fluorescein-conjugated secondary antibodies for 1 h at room temperature. Sections were washed, stained with DAPI (CST, 1:250) and then mounted with fluorescence mounting medium (DAKO). For fibrin detection, sections were blocked with Fab’ anti-mouse IgG (H + L) (Abcam, 1:200) for 1 h at room temperature before primary antibodies were added. For IF staining of blood leukocytes, the cells were dripped onto polylysine-treated slides. After 30 min incubation at 37 °C, the leukocytes attached to the slides were fixed, blocked and stained as described above. All primary antibodies were diluted at 1:200. All secondary antibodies were diluted at 1:1000. Pictures were captured on Olympus FV3000.

The following grading system^31^ was used to score the H&E staining of lung sections to evaluate lung injury: grade 0, no apparent infiltrates; grade 1, neutrophils infiltrates in the interstitial space; grade 2, neutrophil infiltrates in the interstitial space and the alveolar space; grade 3, diffuse or dense neutrophil infiltrates plus hyaline membranes; grade 4, diffuse or dense immune cell infiltrates plus hyaline membrane plus alveolar septal thickening and architectural distortion.

### Evans blue extravasation assay

Evans Blue Dye (EBD, 20 mg/kg, Sigma) was i.v. injected into the LPS challenged mice. 1 h later, mice were euthanized and perfused with 10 ml PBS to remove any intravascular dye. Organs were harvested into formamide and homogenized with magnetic beads. Tissue homogenate were placed at 60 °C for 24 h followed by centrifugation at 12,000 g for 30 min. 200 μl supernatant was aliquoted from each tube into 96-well plates. The absorbance at 620 and 740 nm was recorded by a plate reader (Synergy™ Neo2 Multi-Mode Microplate Reader, BioTek). The EBD concentration was determined from standard absorbance curves evaluated in parallel.

### Two-photon intravital imaging of mouse liver

Mice were anaesthetized via i.p. injection of Avertin (240 mg/kg). The antibodies and fluorescent dyes were injected via tail vein. Surgical preparation for liver intravital imaging was performed as previously described^32^.The liver was observed by two-photon microscopy (FVMPE-RS, OLYMPUS) equipped with two infrared lasers (MAITAI HPDS-OL: 690 nm–1040 nm; INSIGHT X3-OL: 690 nm−1300 nm). The MAITAI laser was tuned to 940 nm for excitation of FITC or Dendra2. INSIGHT laser excitation was tuned to 1200 nm for simultaneous excitation of PE, eF 660 or DiD. Emitted light was detected using a 25 × 1.05 NA water lens (XLPlan N, OLYMPUS) coupled to a 4-color detector array. The operating room temperature was normally kept between 20 °C and 24 °C.

### Image processing and analysis

For functional vessel imaging, 100 million DID-RBC and 2 mg of FITC-dextran (70000 MW, Sigma) were i.v. injected into C57BL6/J mice before intravital imaging. Images were displayed and stored at an acquisition rate of 30 frames per second (fps) with 512 ×512 pixels per frame. Five random field-of-views within the liver were imaged per animal. Functional vessel analysis was performed using real-time movie of DiD-labeled RBC flowing in vessels. The functional vessel area (DiD-labeled RBC) divided by the total vessel area (Dextran-labeled vessel) was defined as ratio of functional vessel area to the total vessel area. The final functional vessel ratio per animal was the average of five random views. Images were processed and analyzed by IMARIS 9.5 (Bitplane).

For intravital neutrophil imaging, 2 μg of eF660-CD144 antibody (Invitrogen), 2 mg of FITC-dextran and 2 μg of PE-Ly6G antibody (Invitrogen) were i.v. injected into mice by before anesthesia. Image rendering with three-dimensional reconstruction, video production was conducted with IMARIS 9.5 (Bitplane).

### Constructing single-cell RNA barcoding and sequencing (SCRB-seq) library and sequencing

The SCRB-seq library was constructed as reported previously^33,34^. Briefly, the individual cell was picked by the mouth pipette, lysed, and subjected to the first-strand cDNA synthesis. The second-strand cDNA was further synthesized, amplified, and fragmented. The RNA-seq library was then prepared by using the NEBNext Ultrall DNA Library Prep Kit for Illumina (New England Biolabs) following the manufacturer’s instructions. The libraries were checked and pooled before the sequencing. Finally, the paired-end 150 bp sequencing was performed on the libraries on an Illumina HiSeq X-Ten platform (Novogene).

### Processing SCRB-seq sequencing data and analysis

Processing sequencing data from SCRB-seq was performed as previously described^33,34^. Sequencing adapters, template switch oligo (TSO) and ploly (A) tail sequences were trimmed from the raw sequencing data by using Cutadapt (v1.15)^35^. Trimmed reads were then aligned to the mouse reference genome mm9 by using STAR (v2.6.0a)^36^. Deduplication was further performed on uniquely mapped reads according to UMI (unique molecular identifier). Gene expression levels were quantified for barcodes observed by using HTSeq (v0.11.2)^37^. As quality control, cells were included if they met the following criteria: 1) the number of detected genes was more than 500 and less than 4000; 2) the number of detected UMI counts was more than 5000; 3) the *log*10-transformed ratio of detected genes and detected UMI counts was more than 0.6; 4) the ratio of ERCC spike-ins was within 5 MADs (median-absolute-deviations) away from the median. 

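The deposited table holds cells after this quality control. All 1421 cells passed the limits on genes, UMIs and their log ratio, with 507 to 3928 genes and 5012 to 496311 UMIs per cell and a lowest log ratio of 0.612, so cells that failed cannot be examined. The share or ratio of ERCC spike-ins that the authors list per cell ranged from 0.0872 to 0.831. The table itself holds 0 rows of ERCC spike-ins and 0 mitochondrially encoded genes, and the limit on the ERCC ratio was not repeated here. Of its 10970 genes, 9919 had a UMI in at least 10 cells and 1051 in fewer, of which 36 had none.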

Besides, genes were excluded if they were detected in less than 10 cells.

The filtered expression matrix was used in the downstream analysis with Seurat (v3.2.3)^38^. The raw UMI counts were first transformed as *log*_2_ (TPM/10 + 1). And the top-1500 high variable features were identified in each sample based on the transformed expression matrix as previously reported^39^. The high variable features (HVGs) across samples were counted and ranked by hits. We selected the top-1500 HVGs across samples as the consensus features and used for the dimension reductions. Differentially expressed genes (DEGs) were identified by using function *FindAllMarkers* and *FindMarkers* in Seurat with default parameters.

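By default FindMarkers compares single cells with a two-sided Wilcoxon rank-sum test, for genes detected in a fraction of at least 0.1 of either group and with a log fold change of at least 0.25, followed by Bonferroni adjustment. The same limits were applied here to the 711 cells of batch 7 in an own version of the test. The paper's test took cells as replicates and the test on sums took samples. Between 177 LPS-primed PB neutrophils and 534 others, 1062 of 3460 tested genes passed, 548 higher and 514 lower, and 442 of these were also called on the sums per sample. Sod2 was number 4 of the genes that rose, and the share of cells with a Sod2 UMI entered this test as 98.3% against 25.8%. Between LPS-primed and PBS-primed BM neutrophils the test over cells called 460 genes.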

### RNA isolation and qRT–PCR

Total RNA was extracted from neutrophils with TRIzol (Invitrogen), and reverse transcribed with the SuperScript III First-Strand Synthesis System (Invitrogen). Real-time PCR was performed on the LC96 (Roche) with SYBR Green QPCR Master Mix (Toyobo). *Β-actin* was used as internal control. qRT-PCR primers for the genes examined are listed below: *Sod2* forward primer: 5′- TGGACAAACCTGAGCCCTAAG −3′; *Sod2* reverse primer: 5′- CCCAAAGTCACGCTTGATAGC −3′; *β-actin* forward primer: 5′- TCCGTAAAGACCTCTATGCCAACAC −3′; and *β-actin* reverse primer: 5′- GTACTCCTGCTTGCTGATCCACAT −3′.

### Western blot

Cells or vesicles were lysed by SDS lysis buffer, then incubated at 100 °C for 30 min. Samples were subjected to SDS-PAGE and transferred onto PVDF membranes (G&E). The membranes were blocked in 5 % BSA and probed with one of the following antibodies: α-SOD2 (abcam, 1:2000), α-Ly6G (abcam, 1:1000), α-COX IV (CST, 1:1000), α-β-actin (beyotime, 1:1000). Protein bands were detected with HRP-conjugated secondary antibodies (CST) and SuperSignal West Pico Substrate (Pierce).

### Mass Spectrometry Analysis

EVs were prepared as described above from the low-dose LPS challenged mice. Proteins were digested in-gel using trypsin in 50 mM NH4HCO3 at 37 °C for 6 h. The digestion was quenched by 1% formic acid, then mixed with acetonitrile to extract peptide mixtures from the gel piece. The peptide mixtures were dried in a Speed-Vacuum concentrator (Thermo Scientific) and dissolved in 1% formic acid for LC-MS/MS analysis using a Q Exactive HF-X mass spectrometer coupled with a EASY nLC-1200 (Thermo Scientific). Liquid chromatography separation was performed on a 25 *cm* column (Picofrit 75 μm i.d., packed Magic C18 resin) pre-equilibrated with 100% of mobile phase A (0.1% formic acid in HPLC Water). The peptide mixtures were eluted from the column with a gradient elution from 3 to 35% of mobile phase B (0.1% formic acid in 80% ACN) over 35 min at 300 nL/min, 35–55% mobile phase B for 10 min at 300 nL/min, 55–100% mobile phase B for 5 min at 500 nL/min, and held at 100% mobile phase B for 5 min at 500 nL/min.

Mass Spectra were acquired in data-dependent mode over m/z range 400–1800, and included the selection of the 20 most abundant doubly or triply charged ions of each MS spectrum for MS/MS analysis. Mass spectrometer parameters included capillary voltage of 2.0 kV, capillary temperature of 320 °C, resolution of 60,000, target value of 3,000,000, and the collision energy is 27 NCE. Mass spectra were processed and searched using Proteome Discoverer (version 2.4, ThermoScientific) against the Murine Protein Database (UniProt release 2022_01). The mass tolerance allowed for the precursor ions is 10 *ppm*, while the mass tolerance of fragment ions is set to 0.01 *Da*. A fixed propionamide modification for Cysteine, and a variable oxidation modification for Methionine are specified. Peptide identification is performed using the trypsin digestion rule with one missed cleavage. The search thresholds used are: minimum fragment ion matches per peptide, 3; minimum fragment ion matches per protein, 7; minimum peptides per protein, 1; and false discovery rate for protein identification, 1.

### TEM

EVs or liver sections were fixed with 2.5% glutaraldehyde diluted at 4 *°C* overnight. After two washes with 0.1 *M* phosphate buffer, the fixed samples were post-fixed with 1% osmium tetroxide at room temperature for 1 h. After two washes in ddH2O, the samples were sequentially dehydrated in a graded ethanol series (30%, 50%, 70%, 80%, 95%, 100%) and 100% acetone. The samples were infiltrated with Epon 812 resin as follows: 1:1 (resin: acetone) for at least 4 h at room temperature, and then treated with 100% resin overnight. The samples were then polymerized in an oven at 60 °C for 48 h. Ultrathin sections (70 *nm*) were then prepared, stained with uranyl acetate and lead citrate, and imaged by electron microscopy (FEI Tecnai G2 Spirit).

### Statistical Analysis

For all the bar graphs, data were expressed as mean ± standard deviation (S.D.). Statistical analyses were performed using Prism 6 (Graphpad). Data were analyzed for statistical significance using Mantel–Cox log-rank test or Two-tailed unpaired *t* tests, as indicated in figure legends. *p* < 0.05 was considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Supplementary Movie 5

Supplementary Movie 6

Supplementary Movie 7

Reporting Summary

## Data Availability

Source Data are provided with this paper. Mouse reference genome mm9 Murine (https://www.ncbi.nlm.nih.gov/assembly/GCF_000001635.18/) and Protein Database:UniProt release 2022_01 (https://www.uniprot.org/uniprot/?query = *&fil=organism%3A%22Mus+musculus + %28Mouse%29 + %5B10090%5D%22+AND + reviewed%3Ayes) are used. The raw sequencing data and processed data for single-cell RNA-seq generated in this study have been deposited in the NCBI GEO database under accession code GSE206825. Proteomic results are provided with the Source Data File. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Neutrophils restrain sepsis associated coagulopathy via extracellular vesicles carrying superoxide dismutase 2 in a murine model of lipopolysaccharide induced sepsis
**Source:** Nat Commun. 2022 Aug 6;13:4583. doi: 10.1038/s41467-022-32325-w
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary information

### **Neutrophils restrain sepsis associated coagulopathy via extracellular vesicles carrying superoxide dismutase 2 in a murine model of lipopolysaccharide induced sepsis.**

Wenjie Bao<sup>1, \*</sup>, Huayue Xing<sup>1, \*</sup>, Shiwei Cao<sup>2</sup>, Xin Long<sup>3</sup>, Haifeng Liu<sup>1</sup>, Junwei Ma<sup>1</sup>, Fan Guo<sup>3, 4</sup>, Zimu Deng<sup>1</sup> and Xiaolong Liu<sup>1, 2, 5, #</sup>

\*These authors contributed equally

#Leading contact

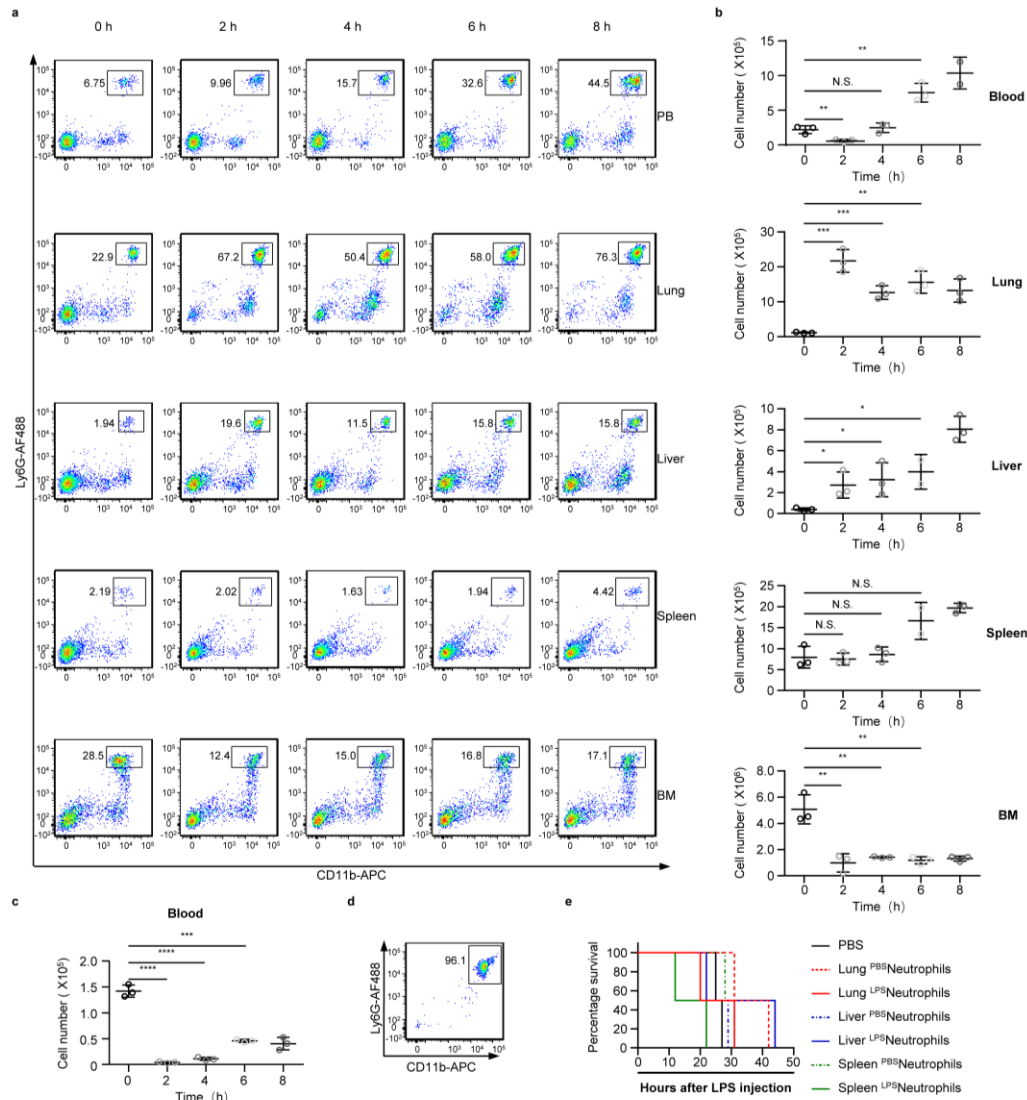

**Supplementary Figure 1. Neutrophils migrate from bone marrow to different organs in response to LPS.**

**(a)** Flow plots showing the expression of CD11b versus Ly6G among CD45<sup>+</sup> cells after LPS.

**(b)** Total cell counts of neutrophils (CD11b<sup>+</sup>, F4/80<sup>+</sup>, CD45<sup>+</sup>) in peripheral blood 0 hours ( $n = 3$ ), 2 hours ( $n = 3$ ), 4 hours ( $n = 3$ ), 6 hours ( $n = 3$ ), and 8 hours ( $n = 2$ ) after LPS. Total cell counts of neutrophils (CD11b<sup>+</sup>, F4/80<sup>+</sup>, CD45<sup>+</sup>) in lung 0 hours ( $n = 3$ ), 2 hours ( $n = 3$ ), 4 hours ( $n = 3$ ), 6 hours ( $n = 3$ ), and 8 hours ( $n = 3$ ) after LPS. Total cell counts of neutrophils (CD11b<sup>+</sup>, F4/80<sup>+</sup>, CD45<sup>+</sup>) in liver 0 hours ( $n = 3$ ), 2 hours ( $n = 3$ ), 4 hours ( $n = 3$ ), 6 hours ( $n = 2$ ), and 8 hours ( $n = 3$ ) after LPS. Total cell counts of neutrophils (CD11b<sup>+</sup>, F4/80<sup>+</sup>, CD45<sup>+</sup>) in spleen 0 hours ( $n = 3$ ), 2 hours ( $n = 3$ ), 4 hours ( $n = 3$ ), 6 hours ( $n = 2$ ), and 8 hours ( $n = 3$ ) after LPS. Total cell counts of neutrophils

(CD11b<sup>+</sup>, F4/80<sup>+</sup>, CD45<sup>+</sup>) in bone marrow 0 hours ( $n = 3$ ), 2 hours ( $n = 3$ ), 4 hours ( $n = 3$ ), 6 hours ( $n = 3$ ), and 8 hours ( $n = 3$ ) after LPS.

(c) Total cell counts of macrophages (CD11b<sup>+</sup>, F4/80<sup>+</sup>, CD45<sup>+</sup>) in peripheral blood after LPS ( $n = 3$ ).

(d) The purity of negative selected neutrophils before transfer was checked by flow cytometry.

(e) Survival of mice after lethal LPS challenge. Mice were pre-transferred with LPS-primed neutrophils (<sup>LPS</sup>neutrophils) from lung, liver or spleen, PBS-primed neutrophils (<sup>PBS</sup>neutrophils) from lung, liver or spleen, or PBS only ( $n = 2$  per group).

Source data are provided as a Source Data file. Data are mean  $\pm$  *SD*. Two-tailed unpaired t tests were used for statistical analyses in (b) and (c). \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ , N.S. not significant.

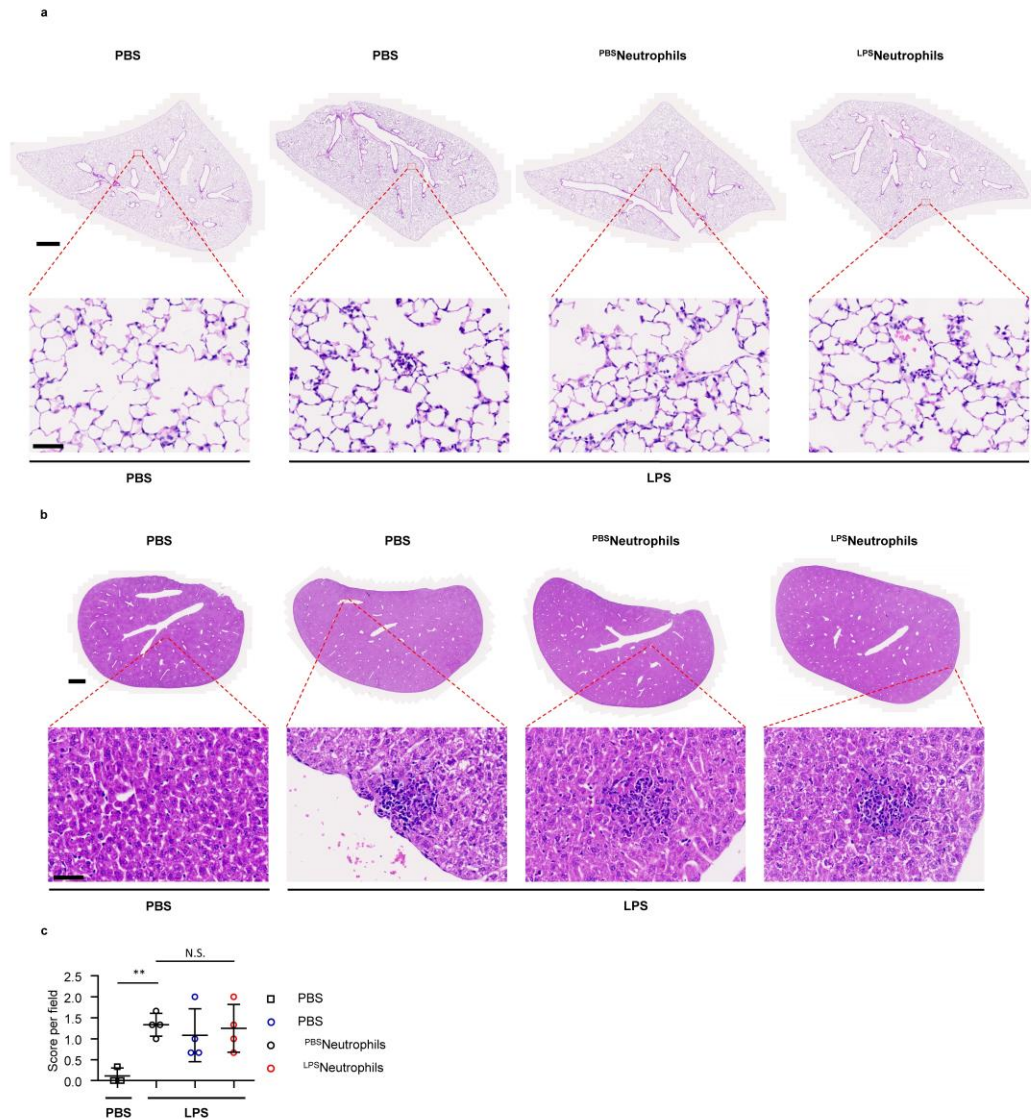

## Supplementary Figure 2. LPS-primed neutrophils do not alter the initial immune infiltrations in tissues.

**(a-b).** Representative images of H&E staining of livers and lungs from the indicated recipient mice 1 hour after PBS or lethal LPS. Three independent replicate experiments were performed for each sample.

**(c).** Histology score of the H&E stain in We have stated how many times each experiment was repeated independently g of lung sections in mice after PBS ( $n = 3$ ). Histology score of the H&E staining of lung sections in mice after lethal LPS. Mice were pre-transferred with LPS-primed PB neutrophils (<sup>LPS</sup>neutrophils) ( $n = 4$ ), PBS-primed PB neutrophils (<sup>PBS</sup>neutrophils) ( $n = 4$ ) or PBS only ( $n = 4$ ).

Source data are provided as a Source Data file. Scale bar: 1000  $\mu\text{m}$  in zoomed-out view and 50  $\mu\text{m}$  in zoomed-in view. Data are mean  $\pm$  SD. Two-tailed unpaired t tests were

used for statistical analyses.\*\* $p < 0.01$ , N.S. not significant.

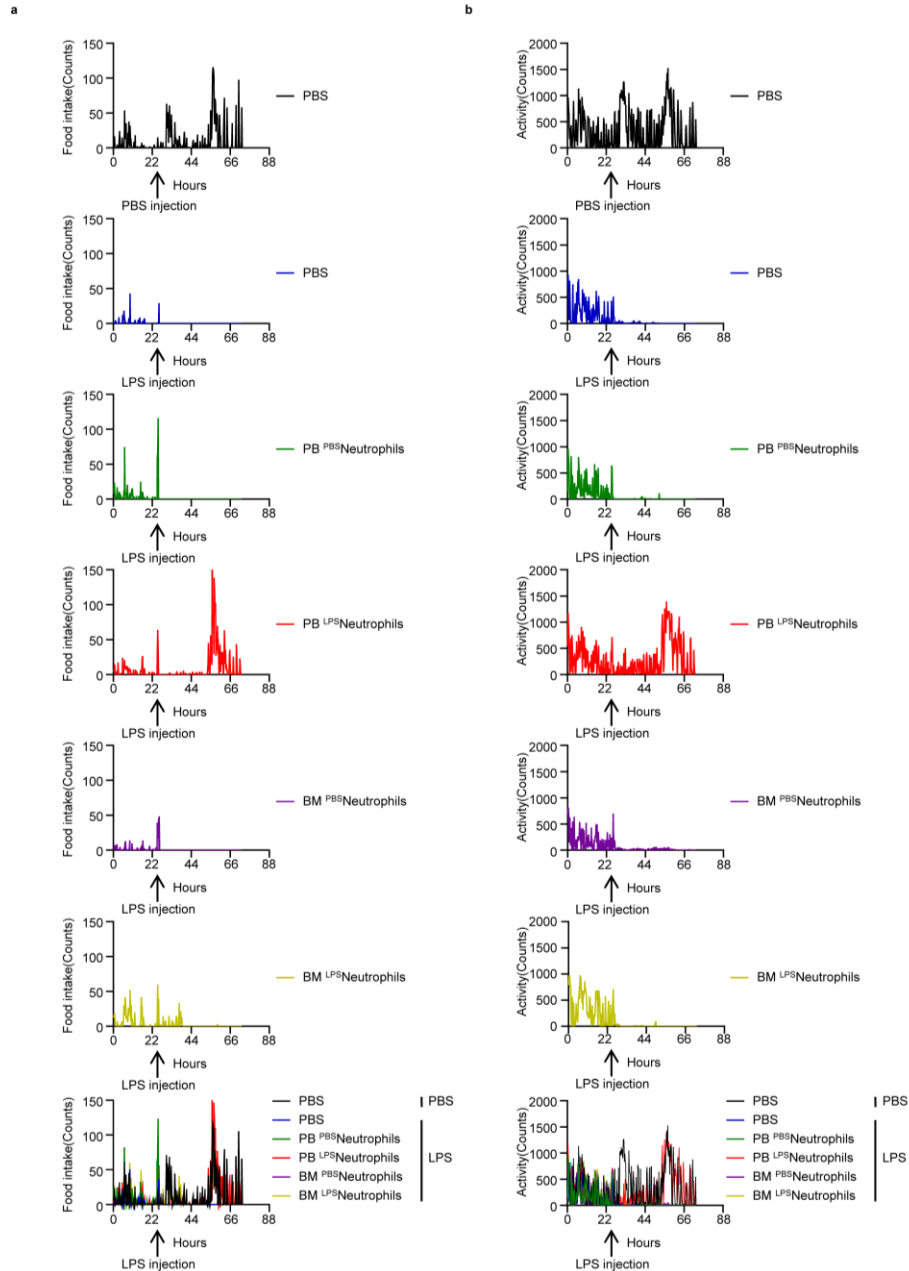

**Supplementary Figure 3. LPS-primed circulating neutrophils improve food intake of the recipient mice under lethal LPS.**

**(a-b)** Food intake **(a)** or spontaneous locomotor activity **(b)** of indicated recipient mice after PBS or lethal LPS challenge measured in metabolic cage.

Source data are provided as a Source Data file.

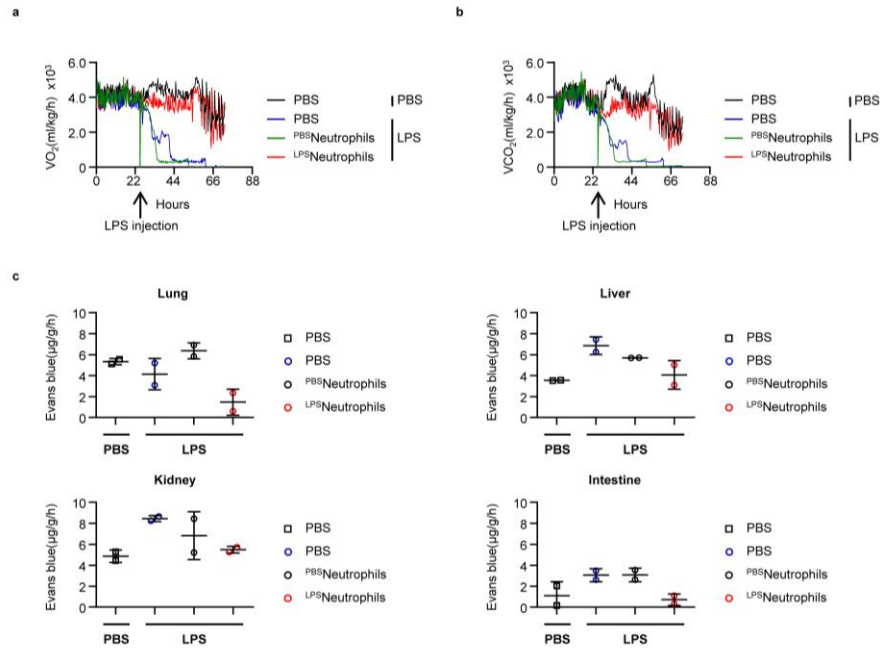

**Supplementary Figure 4. LPS-primed circulating neutrophils rescue oxygen consumption, as well as vascular permeability of the recipients under lethal LPS.**

(a-b) Oxygen consumption rate (VO<sub>2</sub>) or Carbon dioxide release rate (VCO<sub>2</sub>) of the indicated recipient mice after PBS or lethal LPS challenge measured in metabolic cage. (c) Extravasation of Evans blue dye (EB) extracted from lung, liver, kidney and intestine 16 hours after PBS or lethal LPS (*n* = 2 per group).

Source data are provided as a Source Data file. Data are mean ± *SD*.

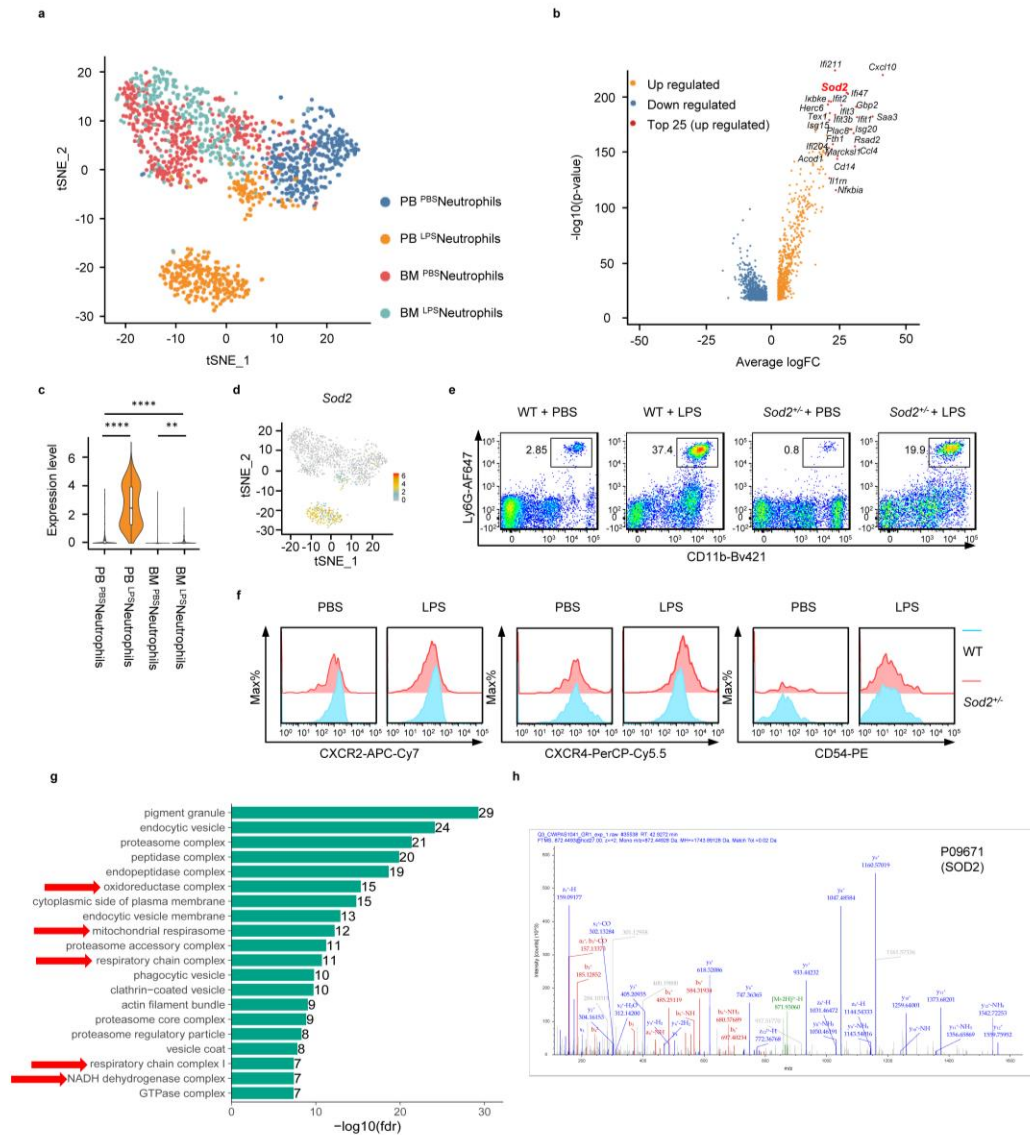

**Supplementary Figure 5. *Sod2* is highly expressed by circulating neutrophils in response to LPS.**

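The cells of each group came from both batches. There were 177 LPS-primed PB neutrophils in batch 7 and 186 in batch 6, 176 and 172 PBS-primed PB neutrophils, 183 and 88 LPS-primed BM neutrophils, and 175 and 264 PBS-primed BM neutrophils. The median number of UMIs per cell of the LPS-primed PB neutrophils was 50937 in batch 7 and 95549 in batch 6.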

(a) T-distributed stochastic neighbor embedding (t-SNE) plot of LPS primed PB neutrophils ( $n = 363$ ), PBS primed PB neutrophils ( $n = 348$ ), LPS primed BM neutrophils ( $n = 271$ ), PBS primed BM neutrophils ( $n = 439$ ).

(b) Volcano plot depicting DEGs in LPS primed PB neutrophils (PB<sup>LPS</sup>neutrophils) versus PBS primed PB neutrophils (PB<sup>PBS</sup>neutrophils), LPS primed BM neutrophils (BM<sup>LPS</sup>neutrophils) and PBS primed BM neutrophils (BM<sup>PBS</sup>neutrophils).

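In the comparison plotted in Supplementary Fig. 5b, the largest rises among genes past the threshold, with at least 50 CPM in the higher group and one direction in every pair of samples, were in Filip1l, Gbp5, Smpdl3b, Ccl4 and Cxcl10. The first 3 had 0 UMIs in at least 1 BM group, so that their place rests on the prior count of the fit and no fold is given for them. Filip1l had 83.9 and 75.1 CPM in the LPS-primed PB samples and at most 2.2 CPM elsewhere. Cxcl10, a chemokine induced by interferon, had 2132 and 2097 CPM in the LPS-primed PB samples, at most 19.8 CPM in the PBS-primed PB samples and at most 2.2 CPM in the BM samples, a log2 fold change of 10.21 (standard error 0.42, adjusted p = 2.53e-07 from edgeR). Of 24 gene names that are legible in the volcano plot, 24 were higher in LPS-primed PB neutrophils here and past the threshold. The largest falls by the same rule were in Ppm1h, Arhgef6, Mlec, Eef2k and Lnpk. Mlec had 35.7 to 90.5 CPM in the 6 other samples and 0.3 and 0.2 CPM in the LPS-primed PB samples (adjusted p = 0.000939 from edgeR), and Ppm1h had 0 UMIs in both LPS-primed PB samples. The falls of Arhgef6, Eef2k and Lnpk lost significance when single samples were left out. Against PBS-primed PB neutrophils alone, Chil3 and Ltf, which encode granule proteins, rose by log2 fold changes of 9.81 (standard error 0.48) and 8.90 (standard error 0.39), to 1242 and 2203 CPM and to 1409 and 2039 CPM. Both remained below their level in the BM samples, of at least 2930 and 7955 CPM. In the pooled cells of batch 6 this held for Ltf, with 5007.0 CPM in LPS-primed PB and 11436.7 CPM in PBS-primed BM neutrophils. It did not hold there for Chil3, with 6720.9 CPM in LPS-primed PB and 4308.8 CPM in PBS-primed BM neutrophils. A530032D15Rik had 0 UMIs in PBS-primed PB neutrophils and was at least 151-fold higher in LPS-primed ones, taking 3 UMIs over the group as the limit. Lipg rose by 8.98 (standard error 1.13), while the rise of Smpdl3b lost significance without any 1 of the 4 PB samples. The 5 largest falls were in Ms4a4b, Gimap4, Gimap3, Gimap6 and Eef2k. The first 4 rested on few cells, as the 2 highest cells held 77.7% to 99.0% of the UMIs of each gene in each PBS-primed PB sample. For Eef2k the 2 highest cells held 53.3% in sample 1 and 92.4% in sample 2.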

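Of the other genes named in the article and found in the table, LPS-primed against PBS-primed PB neutrophils called S100a8 by edgeR (log2 fold change 1.71), Actb (1.13), Itgam (1.29), Ly6g (2.28) and Cxcl2 (5.01). The rise of Actb, used as the qPCR control, was 0.21 with library size alone, no longer past the threshold, and so followed the scaling, and those of Itgam and Ly6g were 0.37 and 1.35, neither past the threshold. Cxcl2 lost significance without PBS-primed PB sample 1 or 2. Not past the threshold were Cxcr2, Cxcr4, Icam1, Cox8a, Cox4i1, Tomm22 and Tnf, of which DESeq2 called Icam1 and Tnf.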

(c) Expression of *Sod2* shown on t-SEN plot.

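A Sod2 UMI was found in 98.9% and 97.7% of the LPS-primed PB neutrophils of samples 1 and 2, in 33.3% and 41.9% of the PBS-primed PB neutrophils, in 10.8% and 15.2% of the PBS-primed BM neutrophils and in 22.0% and 31.5% of the LPS-primed BM neutrophils. No group is known to lack the gene, and the BM groups, with the lowest CPM, serve as the comparison. Median UMIs per cell were 50838 and 51448 in the LPS-primed PB samples, 49622 and 32295 in the PBS-primed PB samples, 49892 and 63847 in the PBS-primed BM samples and 76133 and 69484 in the LPS-primed BM samples. With each cell thinned to 5000 UMIs, which left out 0 cells, the shares were 71.4% (95% exact Clopper-Pearson interval 61.0% to 80.4%) and 68.6% (57.7% to 78.2%) in LPS-primed PB and 3.33% (0.69% to 9.43%) and 12.8% (6.56% to 21.7%) in PBS-primed PB neutrophils. They were 3.61% and 2.17% in PBS-primed BM neutrophils. In LPS-primed BM sample 1, 0 of 91 cells had a UMI, which allows a share of up to 3.97%, and the share in sample 2 was 3.26%. These intervals cover counting error only. The difference between LPS-primed and PBS-primed PB neutrophils is larger than the spread between samples. A low count in a cell need not come from that cell, because UMIs of other cells of a plate can appear under its barcode. A limit for such UMIs, set after the data were seen, follows the Sod2 total of a plate and was 10 UMIs in both LPS-primed and 1 UMI in both PBS-primed PB samples. Above it lay 52.7% and 43.0% of the LPS-primed PB neutrophils and 12.2% and 12.8% of the PBS-primed ones. Within LPS-primed PB sample 1, Sod2 had 1033 CPM in the cells inside the cluster of this group and 461.1 CPM in the 6 cells outside it. In sample 2 it had 1192 CPM inside and 125.8 CPM in the 15 cells outside. The cells outside also had fewer UMIs, with medians of 24762 and 20133 against 51988 and 62007 inside.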

(d) Flow plots showing the expression of CD11b versus Ly6G among CD45<sup>+</sup> cells in *Sod2*<sup>+/-</sup> mice and WT littermates 4 h after LPS.

(e) Flow analysis of the expression of CXCR2, CXCR4 and CD54 in *Sod2*<sup>+/-</sup> mice and

WT littermates 4 hours after LPS.

(f) Flow analysis of the expression of CXCR2, CXCR4 and CD54 in *Sod2*<sup>+/-</sup> mice and WT littermates 4 hours after LPS.

(g) GO analysis of the proteomic components of the <sup>LPS</sup>EVs. Red arrows indicate mitochondrion-associated clusters.

(h) Identification of Sod2 in the <sup>LPS</sup>EVs by mass spectrometry.

Two-tailed wilcoxon tests were used for statistical analyses. \*\* $p < 0.01$ , \*\*\*\* $p < 0.0001$ .

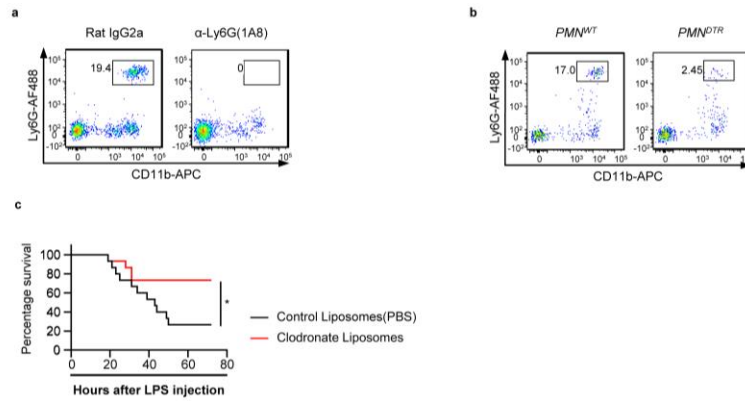

### Supplementary Figure 6. Neutrophil depletion efficiencies by antibody or DT.

(a-b) Flow analysis of neutrophil depletion by antibody (a) or neutrophils ablation by DT (b).

(c) Survival of clodronate liposomes (n = 15), or control liposome(PBS) (n = 15) treated mice after lethal LPS.  $p = 0.0218$ .

Source data are provided as a Source Data file. Data are mean  $\pm$  SD. Log-rank (Mantel–Cox) test was used statistical analyses.  $*p < 0.05$ .

# Supplementary material for: Neutrophils restrain sepsis associated coagulopathy via extracellular vesicles carrying superoxide dismutase 2 in a murine model of lipopolysaccharide induced sepsis
**Source:** Nat Commun. 2022 Aug 6;13:4583. doi: 10.1038/s41467-022-32325-w
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

File Name: **Supplementary Movie 1.**

**LPS-primed circulating neutrophils rescue recipient mice from developing septic symptoms under lethal LPS challenge.**

Real-time recording of mouse activity 16 hours after PBS or lethal LPS injection. The mouse received PBS only was marked as No. 1; Mice were pre-injected with PBS-primed neutrophils (No. 2), LPS-primed neutrophils (No. 3) or PBS only (No. 4) followed by lethal LPS.

File Name: **Supplementary Movie 2**.

**LPS-primed circulating neutrophils improve blood perfusion within liver microcirculation under lethal LPS challenge, related to Figure 2.**

Real-time intravital imaging and recording of DiD-labeled erythrocyte (DiD-Red) trajectory within liver microcirculation (Dextran-Green) 1 hour after PBS. Scale bar, 100 μm.

File Name: **Supplementary Movie 3**.

**LPS-primed circulating neutrophils improve blood perfusion within liver microcirculation under lethal LPS challenge, related to Figure 2.**

Real-time intravital imaging and recording of DiD-labeled erythrocyte (DiD-Red) trajectory within liver microcirculation (Dextran-Green) 1 hour after lethal LPS. The mouse was pre-transferred with PBS. Scale bar, 100 μm.

File Name: **Supplementary Movie 4**.

**LPS-primed circulating neutrophils improve blood perfusion within liver microcirculation under lethal LPS challenge, related to Figure 2.**

Real-time intravital imaging and recording of DiD-labeled erythrocyte (DiD-Red) trajectory within liver microcirculation (Dextran-Green) 1 hour after lethal LPS. The mouse was pre-transferred with LPS-primed blood neutrophils. Scale bar, 100 μm.

File Name: **Supplementary Movie 5.**

**LPS-primed circulating neutrophils improve blood perfusion within liver microcirculation under lethal LPS challenge, related to Figure 2.**

Real-time intravital imaging and recording of DiD-labeled erythrocyte (DiD-Red) trajectory within liver microcirculation (Dextran-Green) 1 hour after lethal LPS. The mouse was pretreated with argatroban. Scale bar, 100 μm.

File Name: **Supplementary Movie 6.**

**Circulating neutrophils release EVs during migration, related to Figure 5.**

Real-time intravital imaging captured the release of vesicles by neutrophils (Ly6G-Red) within hepatic vessels (Dextran-Green). Scale bar, 10 μm.

File Name: **Supplementary Movie 7.**

**Circulating neutrophils release mitochondrion-containing EVs during migration, related to Figure 5.**

Real-time intravital imaging captured the release of mitochondrion-containing (Dendra2-Green) vesicles by neutrophils (Ly6G-Red) within hepatic vessels (CD144-Blue) using *PhAM^floxed^* **×** *Mrp8-Cre* mice. Scale bar, 7 μm.

# Supplementary material for: Neutrophils restrain sepsis associated coagulopathy via extracellular vesicles carrying superoxide dismutase 2 in a murine model of lipopolysaccharide induced sepsis
**Source:** Nat Commun. 2022 Aug 6;13:4583. doi: 10.1038/s41467-022-32325-w
**Supplement:** Supplementary file 11 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Flow cytometry: BD FACSDiva v8.0.2  
Microscopy: Olympus FLUOVIEW FV31S-SW v2.3.1.163  
Real Time PCR: LightCycler 96 SW v1.1  
TEM: FEI Tecnai V4.0.3  
Mass spectra: Proteome Discoverer v2.4

#### Data analysis

Statistics: GraphPad Prism v6.0  
Image Analysis: Imaris v9.5  
Flow Cytometry: FlowJo v10  
Single cell sequencing Analysis: Cutadapt (v1.15), STAR (v2.6.0a), HTSeq (v0.11.2), Seurat (v3.2.3)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Anti-CD11b-APC Invitrogen Cat#17-0112-82;RRID:Lot#2010662  
 Anti-mouse Ly-6G-Alexa Fluor 488 BioLegend Cat#127626;Lot#B312093  
 Anti-mouse Ly-6G-Alexa Fluor 647 BioLegend Cat#127610;  
 Anti-Fibrin Sigma-Aldrich Cat#MABS2155;Lot#3668174  
 Anti-mouse CD31-Alexa Fluor 647 BioLegend Cat#102416;Lot#B332763  
 Anti-mouse CD31-PE/Cyanine7 BioLegend Cat#102417;Lot#B312606  
 Anti-SOD2/MnSOD abcam Cat#ab68155;Lot#GR258733-31  
 Anti-rabbit  $\beta$ -Actin-HRP Beyotime Cat#AF5006;  
 Anti-rabbit IgG-HRP Cell Signaling Technology Cat#7074S;Lot#29  
 Anti-Ly6G Cell Signaling Technology Cat#87048S;Lot#1  
 Anti-COX IV Cell Signaling Technology Cat#4844S;Lot#3  
 Anti-mouse CD45 FITC BioLegend Cat#103108;RRID:Lot#B289551  
 Anti-mouse/human CD11b-Brilliant Violet 421 BioLegend Cat#101236;Lot#B336198  
 Anti-mouse CD184 (CXCR4)-PerCP/Cyanine5.5 BioLegend Cat#146510;RRID:Lot#B291283  
 Anti-mouse CD182 (CXCR2)-APC/Cyanine7 BioLegend Cat#149314;Lot#B286705  
 Anti-CD54 (ICAM-1)-PE Invitrogen Cat#12-0542-82;Lot#4299996  
 InVivoMAb anti-mouse Ly6G Bio X Cell Cat#BE0075-1;Lot#737721M1  
 InVivoMAb rat IgG2a isotype control Bio X Cell Cat#BE0089;Lot#796721M1  
 Anti-mouse Ly6G-PE BD Biosciences Cat#551461;Lot#9099746  
 Anti-CD144 (VE-cadherin)-eFluor 660 Invitrogen Cat#50-1441-82;Lot#2289519  
 Donkey anti-rabbit IgG (H+L)-Cy3 Jackson ImmunoResearch Cat#711-165-152;  
 Donkey anti-mouse IgG (H+L)-Cy3 Jackson ImmunoResearch Cat#715-165-150;  
 Anti-human TOMM22 Cat#66562-1-Ig;Lot#10005339  
 Anti-mouse/human CD15 Cat#ab135377;Lot#GR3395417-3

#### Validation

All antibodies were validated by the manufacturer. Lot validation and quality control is available from the commercial source using the lot numbers listed.

Anti-mouse CD45-Brilliant Violet 421 BioLegend Cat#103133;Species reactivity:mouse;Tested applications:Flow cytometry,SB  
 Anti-mouse F4/80-PE Invitrogen Cat#12-4801-82;Species reactivity:mouse;Tested applications:IHC,IHC(F), IF,Misc,flow cytometry  
 Anti-Mouse CD16/CD32 BD Biosciences Cat#553141;Species reactivity:mouse;Tested applications:Blocking,IHC(F), IP,flow cytometry  
 Anti-CD11b-APC Invitrogen Cat#17-0112-82;Species reactivity:mouse;Tested applications:IHC(F), IHC, IF,flow  
 Anti-mouse Ly-6G-Alexa Fluor 488 BioLegend Cat#127626;Species reactivity:mouse;Tested applications:Flow cytometry,IHC-F,SB  
 Anti-mouse Ly-6G-Alexa Fluor 647 BioLegend Cat#127610;Species reactivity:mouse;Tested applications:Flow cytometry,IHC-F  
 Anti-Fibrin Sigma-Aldrich Cat#MABS2155;Species reactivity:Mouse, Human;Tested applications: Immunofluorescence, Immunohistochemistry, Peptide Inhibition Assay, Radioimmunoassay, and Western Blotting.  
 Anti-mouse CD31-Alexa Fluor 647 BioLegend Cat#102416;Species reactivity:mouse;Tested applications:Flow cytometry  
 Anti-mouse CD31-PE/Cyanine7 BioLegend Cat#102417;Species reactivity:mouse;Tested applications:Flow cytometry  
 Anti-SOD2/MnSOD abcam Cat#ab68155;Species reactivity:Mouse, Rat, Human; Tested applications:WB, IHC-P  
 Anti-Ly6G Cell Signaling Technology Cat#87048S;Species reactivity:Mouse;Tested applications:WB,IHC  
 Anti-COX IV Cell Signaling Technology Cat#4844S;Species reactivity:Mouse, Human;Tested applications:WB,IP,IHC  
 Anti-mouse CD45 FITC BioLegend Cat#103108;Species reactivity:mouse;Tested applications:Flow Cytometry  
 Anti-mouse/human CD11b-Brilliant Violet 421 BioLegend Cat#101236;Species reactivity:Mouse, Human;Tested applications:Flow Cyt  
 Anti-mouse CD184 (CXCR4)-PerCP/Cyanine5.5 BioLegend Cat#146510;Species reactivity:mouse;Tested applications:Flow Cytometry  
 Anti-mouse CD182 (CXCR2)-APC/Cyanine7 BioLegend Cat#149314;Species reactivity:mouse;Tested applications:Flow Cytometry  
 Anti-CD54 (ICAM-1)-PE Invitrogen Cat#12-0542-82;Species reactivity:mouse;Tested applications:Flow Cytometry  
 InVivoMAb anti-mouse Ly6G Bio X Cell Cat#BE0075-1;Species reactivity:mouse;Applications:in vivo neutrophil depletion,in vivo MDSC depletion,Immunofluorescence,Immunohistochemistry (paraffin),Immunohistochemistry (frozen),Flow cytometry  
 Anti-mouse Ly6G-PE BD Biosciences Cat#551461;Species reactivity:mouse;Tested applications:Flow cytometry  
 Anti-CD144 (VE-cadherin)-eFluor 660 Invitrogen Cat#50-1441-82;Species reactivity:mouse;Tested applications:WB, IHC, IF,flow,ChIP  
 Anti-human TOMM22 proteintech Cat#66562-1-Ig;Species reactivity:Human;Tested applications:WB, IHC, IF  
 Anti-mouse/human CD15 abcam Cat#ab135377;Species reactivity:Mouse, Human;Tested applications:Flow Cyt, IHC-P

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

#### Laboratory animals

All mice were of the C57BL/6J background. 7- to 12-week-old male mice were used.  
 Mice purchased from The Jackson Laboratory:  
 B6.Cg-Tg (S100A8-cre,-EGFP) 11lw/J  
 B6; 129S-Gt(ROSA)26Sortm1(CAG-COX8A/Dendra2)Dcc /J

Mice purchased from GemPharmatech Company:  
 B6/JGpt-Sod2em18Cd19076 /Gpt

Mice provide by Dr. Wen-Biao Gan at Peking University, Shenzhen Graduate School:  
 C57BL/6-Gt(ROSA)26Sortm1(HBEGF)Awai /J

Mice provide by Dr. Li Yu at Tsinghua University:  
TSPAN9-/-

Wild animals

No wild animals were used in the study.

Field-collected samples

No field collected samples were used in the study

Ethics oversight

All experimental animal procedures were approved by Institutional Animal Care and Use Committees (IACUCs) of Center for Excellence in Molecular Cell Science, CAS.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

Population characteristics

In this manuscript, a total of 5 blood samples were obtained from healthy donors with age range of 22-29 and sex distribution of 2 females/3 males.

Recruitment

Blood samples were collected from healthy donors. The participants were recruited in Center for Excellence in Molecular Cell Science, Chinese Academy of Sciences and surroundings by means of posters and flyers. Investigators were blinded to donors' information.

Ethics oversight

The study has been approved by the Institutional Review board of Center for Excellence in Molecular Cell Science, Chinese Academy of Sciences. Informed consent was received from each donor.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

For liver endothelial cell preparation, liver was digested by a two-step liver collagenase perfusion. After digestion, the liver was gently extruded in a dish containing 15 ml of dulbecco's modified eagle medium (DMEM). Single cells released from the liver were collected and filtered through a 100µm cell strainer. The single cell suspension was centrifuged at 50g for 2 minutes. The pelleted hepatocytes were discarded. The supernatant was collected for a further centrifugation at 500g for 7 minutes to pellet immune cells and endothelial cells. The obtained cells were washed, stained and analyzed by flow cytometry.

Instrument

Flow data were collected on BD LSRFortessa II

Software

Flow data were collected using BD FACSDiva, and analyzed using Flowjo v10.

Cell population abundance

Blood and BM neutrophils were isolated by EasySep Mouse Neutrophil Enrichment Kit (Stem Cell). The isolated neutrophils were washed twice with PBS and maintained on ice for further experiments.

Gating strategy

All cells were gated on FSC/SSC, singlets and live cells.  
Liver endothelial cell: CD45-/CD31+  
Neutrophils: CD45+/CD11b+/Ly6G+

☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

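Single neutrophils of peripheral blood (PB) and bone marrow (BM) from mice given PBS or LPS were sequenced by SCRB-seq. The authors trimmed the reads with Cutadapt, aligned them to the mouse genome mm9 with STAR, removed duplicates by UMI, counted uniquely mapped reads per gene and cell barcode with HTSeq, and filtered cells and genes. The deposited table holds UMI counts of 10970 genes in 1421 cells, without normalization and with genes seen in fewer than 10 cells still included. The authors' annotation adds for each cell its batch, plate, group and cluster and the share or ratio of ERCC spike-ins, a fraction whose denominator the methods do not give. The gene annotation behind the counts is not stated in the paper's text. The table has 0 rows for ERCC spike-ins or mitochondrially encoded genes, so the scaling to spike-ins, planned for a table with such rows, was not run. Totals derived from the authors' ratio were not used for it.

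The names of 711 cells, all in batch 7, match 1 of the 8 labelled samples, and these gave the samples, 2 for each of the 4 groups. The names of the other 710 cells, all in batch 6, give a group only. These were summed per plate or per group and reported as pooled values. Every sample of batch 7 is a plate of its own, so the spread between the samples of a group includes that between plates. The sample labels call the PBS samples 0 h, and the paper's methods describe a preparation 4 h after PBS or LPS. The values are given under the paper's description.

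All cells passed the paper's limits on genes, UMIs and their ratio. Genes detected in at least 10 cells (9919) were kept and UMIs were summed per sample. These sums were tested with edgeR 4.0.16 (filterByExpr, TMM, glmQLFit and glmQLFTest, 8478 genes, 1 model with the 4 groups and all 8 samples) in R 4.3.3, with contrasts for LPS-primed against PBS-primed PB neutrophils, LPS-primed PB neutrophils against the mean of the 3 other groups, LPS-primed against PBS-primed BM neutrophils, the difference between both LPS effects, and, for Sod2, LPS-primed PB against LPS-primed BM neutrophils. Adjusted p-values are two-sided and follow Benjamini and Hochberg at 0.05. Each standard error was derived as the absolute log2 fold change divided by the square root of the test's F statistic. It is therefore approximate, above all for genes at or near 0 UMIs in a group. The common dispersion was 1.06, so most single genes with moderate changes lie outside the reach of 2 samples per group. Leaving out a sample leaves 1 group with 1 sample, which is then assumed to vary like the others.

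The tests were tried on simulated counts with the means and library sizes of the samples for LPS-primed against PBS-primed PB neutrophils. In a first simulation with 2- and 4-fold changes over 8141 genes, edgeR recovered 3.63% of the 193 changed genes, 6.19% of those changed 4-fold and 1.04% of those changed 2-fold, with 9 calls of which 22.2% were wrong, and 3 of 20 random gene sets had a p under 0.05. DESeq2 recovered 10.9%, and 73.8% of its 80 calls were wrong, and limma 3% with 7 calls, 14.3% of them wrong. The simulated changes were then made larger, with the models left as they were. With 4-, 16- and 64-fold changes over 8156 genes, edgeR recovered 51% of the 64-fold, 31.9% of the 16-fold and 8.33% of the 4-fold changes, with 55 calls of which 1.82% were wrong, and 0 of 20 random sets passed. DESeq2 recovered 39.9% with 49.3% of its calls wrong, and limma 20% with 2.44% wrong. A high count from DESeq2 on these data is therefore not read as more changed genes. The rank-sum test over cells was tried on Poisson counts drawn around the means of the PBS-primed PB neutrophils. In alternate simulated cells, 200 genes were changed. The test recovered 88.5% of these with 0 wrong calls. Such counts have no variation between samples, and none between cells beyond depth and counting error. Wrong calls from either kind of variation are therefore not tested.

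Cells were clustered after the transformation log2(TPM/10 + 1) with 1500 variable genes chosen across samples, 20 components, 20 neighbours and Leiden clustering at a resolution of 0.5 (leidenalg 0.10.2, scikit-learn 1.9.0). The neighbours, components and resolution were chosen here. The paper's t-SNE was not redrawn. Doublets were not called, since single cells were picked by pipette. Each of the 4 clusters carried neutrophil markers, so no cell was removed for its type. This check acts on whole clusters and cannot see single cells of another type within them. Single cells with at least 100 UMIs of a gene of another blood lineage were found, in 28 combinations of gene and plate. Shares of cells with a UMI were computed with each cell thinned to 5000 UMIs and have exact Clopper-Pearson intervals at 95%. Gene sets fixed in advance were tested with camera at an inter-gene correlation of 0.01, and with fry and an estimated correlation as alternatives. The cell-level test followed the defaults of FindMarkers and took cells as replicates.

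The named genes are Sod2, genes whose products the article names, and for each comparison the 5 largest rises and 5 largest falls among genes past the threshold, with at least 50 CPM in the higher group and the same direction in every pair of samples. Genes the article names other than Sod2 are reported for LPS-primed against PBS-primed PB neutrophils, a limit set after the alternatives had been computed. Tspan9, Tspan4 and Il6 are not among the genes of the table and were not analysed here. Alternatives fixed in advance covered the tool (DESeq2 1.42.0, limma 3.58.1), the scaling, the filter on low counts, the samples in the model, a replicate block, each sample left out, thinning, the summing over cells, the unit of replication, thresholds and the settings of the clustering. Sums per batch and group with batch as a term, clustering of both batches and the cell-level test on both batches were added after the data were seen. The Sod2 coordinates come from the mm9 annotation (GENCODE genes on that build).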

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

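The test with sums of both batches, that of liver cells picked in place of neutrophils and that of liver transcripts as a source of the Sod2 rise were chosen only after the result was seen, as was the list of 20 liver genes, and the tests of free RNA, of a liver-rich well and of clustering without these transcripts were chosen after the liver transcripts had been noticed but before their own results.

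The response to LPS differed between PB and BM neutrophils for 127 genes, by an edgeR quasi-likelihood test of the difference itself. For 123 of them the log2 effect was higher in PB and for 4 lower, a balance that follows the scaling as well. The paper reports no test of this difference. The count depends on the scaling, with 64 genes without TMM (45 higher and 19 lower, 49 of them among the 127), and on the tool, with 25 genes for limma on mean CPM per cell (20 higher and 5 lower), so a part of it may come from the scaling of PB samples that differ in composition. A change in which neutrophils are in the blood and a change within the cells stay open as biological explanations, which were not tested. The samples are single plates, so the test sets the difference against the spread between the 2 plates of a group. With sums of both batches and batch as a term, 241 genes passed, 103 of them among the 127 and all of these with the same sign.

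Transcripts of liver genes were found in the blood neutrophils of batch 7, which the paper does not discuss. The 20 listed genes, among them Alb, Apoa2, Mup3 and Ttr, reached 2251.5 and 3489.8 CPM in the PBS-primed PB samples and 1265.0 and 1318.2 CPM in the LPS-primed PB samples, with at least 1 such UMI in 100% of the cells. In the BM samples of batch 7 they reached 2.4 to 16.9 CPM, and in batch 6 at most 5.7 CPM in PB and at most 141.3 CPM in BM plates. Alb alone reached 455.5 and 910.6 CPM in the PBS-primed PB samples. Of the 20 genes, 15 had at least 10 CPM in the PBS-primed PB cells of batch 7 and under 1 CPM in the PBS-primed PB cells of batch 6 and in the BM cells of batch 7.

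Liver cells picked in place of neutrophils do not account for this, as the 5 highest cells of a plate held at most 39.6% of its liver UMIs and the rest was spread over all cells. A like amount of free RNA in each well would follow the spike-ins, which were added in a fixed amount. Their UMIs were derived from the authors' ratio, read as a share of all UMIs. With the UMIs of the cell in the model, liver UMIs rose with the ERCC UMIs with a mean slope of 0.35 on the log scale, and they rose with the cell's own UMIs as well, so that this source cannot be told apart from others. A liver-rich well whose UMIs appear under other barcodes of the plate would give liver UMIs that follow other UMIs of that kind. The lowest Spearman correlation over the 4 plates was 0.32, but UMIs of that kind also follow the cell's own UMIs, with correlations of 0.41 to 0.68, and the source well need not be among the deposited cells, which keeps this open. Free liver RNA in plasma may be a biological source, and it was not tested directly. The PB plates of batch 6 had 0.2 to 5.7 CPM of the liver genes, against at least 1265.0 CPM in batch 7. These values argue against plasma RNA as a source common to the blood samples of both batches. A BM plate of batch 6 reached 141.3 CPM, with a liver UMI in 94.5% of its cells. The other BM plates of both batches had at most 16.9 CPM. A plasma source limited to batch 7 stays open.

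The liver transcripts cannot explain the Sod2 rise. They were higher in PBS-primed than in LPS-primed PB samples, and in batch 6, where PB cells had almost none, the log2 ratio of Sod2 between the groups was 4.76. They may take part in the placing of the batch 7 LPS-primed PB neutrophils, of which 83 of 177 are in the authors' cluster of PBS-primed PB neutrophils. With the 225 genes of the same distribution left out of the features, a mean of 9.8% of these cells lay outside the clusters of their group. The mean was 13.8% with all genes, and under 1% in batch 6. With all genes, 1 of the clusters of this group, with 64 LPS-primed PB neutrophils, had Apoa2, Alb, Mup3 and Ttr among its top 10 genes. Cells counted as inside thus include a cluster marked by liver transcripts. Because the clustering here places far fewer cells outside than the authors' clusters do, it leaves open whether these transcripts shaped the latter.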

How the results depend on the processing

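The alternatives below were fixed before the data were examined, except the sums per batch and group with batch as a term, the clustering of both batches and the cell-level test on both batches, which were chosen after the results were seen.

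Over all results, 292 of the planned settings of the results that answer a comparison left direction and side of the threshold as they were, 51 moved a value without a test or a count, 10 lost and 9 gained significance and 7 changed direction. The rises of Sod2 in LPS-primed PB neutrophils kept their direction under every setting. Against the 3 other groups Sod2 also stayed past the threshold in all of them. The log2 fold change was 6.06 to 7.37 when single samples were left out and 5.73 without TMM. Where a count or value changed, the cause was not tested unless stated.

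The number of altered genes in LPS-primed against PBS-primed PB neutrophils was 1057 with DESeq2, 155 at an adjusted p of 0.01, 640 with sums per batch and group, 906 in the cell-level test and 1573 in that test on both batches. It ranged from 146 to 400 with single samples left out, lowest without PBS-primed PB sample 1 (159) or 2 (146), which leaves that group with 1 sample. Without TMM the 406 calls were 140 higher and 266 lower, against 294 and 40, and 180 of the 334 genes were called in both. Against the 3 other groups the count was 1225 with DESeq2, 323 at an adjusted p of 0.01, 1062 in the cell-level test and 1636 in that test on both batches, and 401 to 582 with single samples left out. In BM neutrophils, 6 genes became 196 with DESeq2, 10 without TMM, 10 with at least 50 UMIs in at least 2 samples, 28 with thinned cells, 39 with sums per batch, 3 at an adjusted p of 0.01, 460 in the cell-level test and 485 in that test on both batches, and 2 to 28 with single samples left out. The highest count came without PBS-primed BM sample 2 and the lowest without PBS-primed PB sample 2. It was 11 without PBS-primed BM sample 1, 16 and 14 without LPS-primed PB sample 1 and 2, and 3 without LPS-primed BM sample 1 or 2 or without PBS-primed PB sample 1. The count of genes whose LPS effects differ between PB and BM, 127, was 500 with DESeq2, 64 without TMM, 25 with limma on mean CPM per cell, 241 with sums per batch and 72 at an adjusted p of 0.01. With single samples left out it was 80 to 168, and 80 without LPS-primed BM sample 1 or 2 and 84 without PBS-primed PB sample 1. The cell-level test took cells as replicates and the others samples, and DESeq2 made many wrong calls on simulated data.

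Sod2 in LPS-primed against PBS-primed PB neutrophils ranged from 5.31 to 6.60 with single samples left out, losing significance without either PBS-primed PB sample. Its log2 fold change was lower without TMM (4.96) and with limma on mean CPM per cell (4.73), both past the threshold. Against LPS-primed BM neutrophils it ranged from 5.58 to 7.50, losing significance without LPS-primed BM sample 1 (edgeR's adjusted p = 0.0683). In BM neutrophils its log2 change of 0.71 turned to -0.27 with thinned cells and -0.43 with sums per batch, and ranged from -0.54 (without LPS-primed BM sample 2) over -0.19 (without PBS-primed BM sample 1) to 3.71 (without PBS-primed BM sample 2). None of these passed the threshold. The difference between the LPS effects on Sod2, 5.17 with an adjusted p of 0.115 from edgeR, passed the threshold with thinned cells (5.47) and sums per batch (6.42), and without PBS-primed BM sample 1 (6.08) or LPS-primed PB sample 1 (5.29), and ranged from 2.18 to 6.43 with single samples left out. Over its alternatives the adjusted p ran from 6.63e-06 to 0.406.

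The replicate numbers do not pair the samples. The correlations of the deviations of equally numbered samples from their group means lay between -0.027 and 0.005 over the 6 pairs of groups. With the replicate block, 13 genes passed in BM neutrophils, 374 in PB neutrophils and 579 against the 3 other groups, and the difference between the LPS effects on Sod2 was 5.14 with an adjusted p of 0.00311 from edgeR. Among the calls of Sod2 and of the gene sets, the replicate block changed no other.

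The mean share of cells with a Sod2 UMI without thinning was 98.28% in LPS-primed PB, 37.59% in PBS-primed PB, 26.75% in LPS-primed BM and 13.03% in PBS-primed BM neutrophils, where deeper cells show more genes by construction. Thinned to 0.5 of the 5000 UMIs it was 51.27% in LPS-primed PB and 0.55% in PBS-primed BM neutrophils, and with at least 2 UMIs 52.41% and 0%, which allows up to 4.35% and 3.93% of the cells in the 2 BM samples. LPS-primed PB neutrophils had the highest share in each of them.

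The share of LPS-primed PB neutrophils inside their own clusters was 57.71% with 500 variable genes and 98.87% with 2 times the 1500 genes, 96.09% with 10 components or with 10 neighbours, and 59.41% with thinned cells. The share of cells of this group among their neighbours was 78.81% with 500 variable genes, 94.64% with 2 times the 1500, 91.81% with 10 components, 92.24% with 10 neighbours, 85.5% with 50, 83.5% with thinned cells, 86.33% with log1p of scaled counts, 88.94% with equal numbers of cells and 88.0% with both batches. Each lies above the share by group size. Leaving Sod2 and the interferon-stimulated and NF-kB genes out of the features removed 6 genes and moved neither share past its spread.

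Of the gene sets in PB neutrophils, the interferon-stimulated genes and NF-kB targets stayed higher and past the threshold under every setting, from 4.41 to 4.59 and from 3.28 to 3.57 with single samples left out and at 3.50 and 2.59 without TMM. NADPH oxidase genes (0.73) and coagulation genes (0.55) lost significance with an estimated correlation, with adjusted p of 0.0909 and 0.0988 from camera, and without TMM, where their medians were -0.19 and -0.21. With single samples left out they ranged from 0.60 to 0.76 and from 0.37 to 0.85. Respiratory chain genes became significant without TMM (-1.14) and without LPS-primed PB sample 2 (-0.25), within a range of -0.40 to -0.17, and antioxidant enzymes with fry (-0.01). The direction of the test of the 2 tetraspanin genes changed without PBS-primed PB sample 1 (-0.34, range -1.10 to -0.34) and with sums per batch (0.42). In BM neutrophils the rise of the NF-kB targets (0.71) lost significance with fry, with an estimated correlation and without PBS-primed BM sample 1 (0.98, range 0.42 to 1.69). The interferon-stimulated genes became significant without LPS-primed BM sample 1 (0.40) and with sums per batch (0.81), and turned without LPS-primed BM sample 2 (-0.32). Respiratory chain genes became significant without PBS-primed BM sample 1 (-0.20, range -0.21 to 0.23). NADPH oxidase genes turned without TMM (0.13), coagulation genes with sums per batch (0.20) and the tetraspanins without LPS-primed BM sample 2 (-0.57, range up to 0.53).

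Of the genes the article names, in PB neutrophils, Cox8a turned to -0.45 without TMM and -0.38 with limma, Cxcr2 to -0.43 and -0.37, Itgam to -0.12 with limma and Cox4i1, at -0.46 to 0.03 with single samples left out, turned without LPS-primed PB sample 2. Of these only Itgam had passed the threshold. In the comparisons not reported for such genes, 52 of 791 combinations of gene and setting had another direction, and 4 of these concerned a gene past the threshold, Actb against the 3 other groups and S100a8 against LPS-primed BM neutrophils, each without TMM and with limma. In both settings the median over all genes lies lower than with TMM, at -1.02 and -0.73 instead of -0.11 against PBS-primed PB neutrophils, at -0.60 and -0.49 instead of 0.03 against the 3 other groups and at -0.65 and -0.49 instead of -0.07 against LPS-primed BM neutrophils.

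Several planned settings gave no value or changed nothing. All deposited cells passed the paper's limits and all clusters carried neutrophil markers, so the settings on cells left every count as it was. The setting on cell type acts on whole clusters and could not remove single cells. Scaling to ERCC was not run. The model with only the groups compared is the full model for the contrasts with 3 other groups and for the difference of effects, and the difference has no cell-level version. Depth limits the reading of low counts. After thinning to 5000 UMIs, 4931 genes entered the test, against 8478.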

Differences from the paper's values

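No count or cell number given here for the main setting differed from the paper's by more than 1.5 times. For the altered genes of LPS-primed PB neutrophils the paper's value is 557 and the value here is 592, where the paper's test took cells as replicates and this one samples. Among the alternatives set before the data were examined, DESeq2 (1225), an adjusted p of 0.01 (323) and the cell-level Wilcoxon test (1062) lay more than 1.5 times away, and the others, from 401 to 641 genes, did not. The setting closest in form to the test named in the paper's methods is therefore among those that differ, while with an absolute log2 fold change of at least 1, a threshold added to that test after the data were seen, it gave 705 genes, less than 1.5 times away. On both batches, a setting chosen after the values were seen, it gave 1636, and 1027 with that fold change. The version of the test here and the cells it used are not known to be those of the paper. A threshold of an absolute log2 fold change of at least 1 on the sums gave 551.

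The paper places Sod2 among the top rises. Here it was number 4 of the rises in the cell-level test and number 93 by fold change in the test on sums, and number 29 of those with at least 50 CPM in the higher group that rose in every pair of samples.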

Other observations

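The tests on granule transcripts, Saa3, the UMIs of other cells under a barcode and the depth of the cells in the authors' clusters were chosen only after the result was seen, as were the values per cell of the largest falls. The test on rare cells was chosen before its result, and the gene sets before any.

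UMIs of other cells of a plate appear under a cell's barcode. Of 53 listed genes of other blood lineages, 36 are in the table, and in 28 combinations of gene and plate (18 genes) a single cell held at least 100 UMIs and no other more than 0.1 of its count. In these, 17.3% of the other cells of the plate had a UMI of the gene, against 0.58% of the cells in 236 combinations of the same genes with plates lacking a cell with 10 or more UMIs. Outside the source cell lay 7.4% of the UMIs. This was the third form of the test. The first, with all genes of a single source, found their UMIs as often in other plates (9.5% of the cells of the own plate and 11.3% of other plates for LPS-primed PB sample 1), which often hold source cells of their own. The second compared plates of one group and found an excess only on some plates and mainly for the strongest sources. Gzma and Nkg7, which prompted the third form, were left out of its list. At the rate per cell seen for these genes, LPS-primed PB neutrophils of batch 7 would each receive 5.95 and 6.12 Sod2 UMIs in samples 1 and 2. Cells at or below the 95% Poisson limit of 10 UMIs held 0.72 times the number expected. Such UMIs may thus be the source of the low Sod2 counts in these cells. However, cells chosen for low counts lie below the mean by construction. The range counted as close, 0.5 to 1.5, was set after a first result with another wording of this test had been seen. The ratio was 2.57 and 2.29 in PBS-primed PB samples 1 and 2 and 2.87 in LPS-primed BM sample 1, above this range. There the low counts exceeded the number expected. In LPS-primed BM sample 2 the ratio was 0.96 and in PBS-primed BM sample 2 it was 0.64. In PBS-primed BM sample 1 it was 0, at a limit of 0 UMIs. The rise of Sod2 does not come from UMIs of other cells. The limit follows the Sod2 total of each plate and was 1 UMI in the PBS-primed PB samples, so that it is stricter for the LPS-primed ones. The share of cells above it was still 35.4 percentage points higher in LPS-primed than in PBS-primed PB samples, and the cells above it held 96.9% and 97.0% of the Sod2 UMIs of the LPS-primed PB samples. In batch 6 the share above the limit was 83.2% and 68.1% on the LPS-primed PB plates. How many LPS-primed PB neutrophils express Sod2 is therefore less certain than that the group as a whole has more of it.

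The counts may not all be single molecules. Among 3007 genes seen in at most 2% of cells, 69.2% of the entries above 0 were 1 UMI, while the mean was 9.53 UMIs, where Poisson counts of such genes would have a mean of 1.0. Rare cells of another type as the cause would concentrate the entries of 10 or more UMIs, but the 5% of cells with most of them held 29.8% of these entries, and 85.2% of all cells had at least 1. Transcription in bursts and UMIs multiplied by sequence errors stay open, and neither was tested. Such counts add to the spread between samples.

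The batch 7 LPS-primed PB neutrophils in the authors' cluster of PBS-primed PB neutrophils had fewer interferon-stimulated transcripts. Per 5000 UMIs of each cell they had 63.8 and 64.1 in samples 1 and 2, against 193.7 and 193.6 in the cells of the LPS cluster and 17.1 and 13.0 in PBS-primed PB neutrophils. Their median UMIs were lower, 42451 and 37073 against 86256 and 71939, but depth does not explain the difference, as the log2 ratio after thinning was at least 1.6 in both samples. Cells of the LPS cluster also had more Sod2, with 7.95 and 8.93 against 2.02 and 0.71 per 5000 UMIs in samples 1 and 2. Their granule transcripts were higher too, with Camp at 18.8 and 19.5 against 4.1 and 3.4. Ngp was at 46.3 and 47.9 against 6.6 and 3.9. A candidate explanation is a mixture of neutrophils that responded to different degrees. Release of BM neutrophils into the blood, raised below for granule transcripts, stays open as well. The authors' clusters were made from the same counts, so this is a description of them.

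Granule transcripts were higher in LPS-primed than in PBS-primed PB neutrophils. Of 19 genes with at least 200 CPM in PBS-primed BM and at least 10 times their level in PBS-primed PB neutrophils, chosen in batch 6, 16 were higher in both LPS-primed than in both PBS-primed PB samples of batch 7, where chance gives 16.7% for 1 direction. BM cells or their RNA mixed into the blood would bring genes absent from blood to the same fraction of their BM level. The fractions ran from 2.9% (Golim4) to 100.6% (Cybb), with an SD of 1.38 on the log2 scale against 0.47 between both BM samples. They were taken of PBS-primed BM, without subtracting the level in PBS-primed PB, so this SD alone cannot decide on mixing. Among the 19 genes, Adpgk, Ltf and Chil3 had at most 8.9 CPM in both PBS-primed PB samples. Their fractions still differed, at 10.1%, 18.4% and 39.8%, which argues against mixing of PBS-primed BM cells as the whole cause for these genes. A difference between batches is excluded, since over 17 genes chosen in batch 7 the median log2 ratio in batch 6 was 3.83 and 16 were higher. A first version of this test had chosen the genes in batch 6 itself and was replaced as circular. Release of BM neutrophils into the blood after LPS, with some of these transcripts changing, may account for the pattern. The paper reports from flow cytometry that neutrophils left the bone marrow before 4 h after the same dose, while blood counts surged only later. Whether these transcripts come from such cells is a hypothesis and was not tested here.

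Saa3 differed between the LPS-primed PB samples, with 212.9 CPM in sample 1 and 1277 CPM in sample 2, and with 218.4 and 2585 CPM on both plates of batch 6. The 5 highest cells held 1221 and 6781 UMIs and all others 142 and 734. Without the former, sample 2 was still 5.33-fold higher, but at the rate per cell seen for genes of other blood lineages these cells would put 96.3 and 503.6 UMIs in the others. In batch 7, a few cells with very high counts therefore stay open as the cause. In batch 6 the 5 highest cells of each plate are not the whole cause. Without them the plates had 47.0 and 1007 CPM, and on the higher plate these cells would put 1225 UMIs under other barcodes, or 14.4% of the 8531 found there. A larger number of high cells stays open, as does a difference between animals or plates.

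Of the 5 largest falls in LPS-primed PB neutrophils, 4, in Ms4a4b, Gimap4, Gimap3 and Gimap6, were in genes with 1 to 3 cells of at least 10 UMIs in each PBS-primed PB sample. These describe a few cells. Eef2k, the other, had 7 such cells in sample 1 and 1 in sample 2. The calls of Ms4a4b and Gimap4 were lost without PBS-primed PB sample 1 or 2.

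Gene sets fixed in advance were tested with camera. In PB neutrophils the interferon-stimulated genes rose by a median log2 of 4.41 (25 genes, adjusted p = 4.36e-31), with 22 past the threshold over all genes and 25 adjusted over the list alone. The NF-kB targets rose by 3.50 (24 genes, adjusted p = 1.21e-16), with 12 past the threshold and 16 adjusted over the list alone. Both calls hold under fry and under an estimated correlation. NADPH oxidase genes rose by 0.73 (6 genes, 3 past the threshold and 4 adjusted over the list alone) and coagulation genes by 0.55 (14 genes, 2 and 3), or by 0.71 with genes at 0 in a group set to their limit. These calls hold under fry, but not under an estimated correlation or without TMM. Respiratory chain genes had a median of -0.24 (76 genes, adjusted p = 0.131, 1 lower past the threshold both over all genes and adjusted over the list alone). Antioxidant enzymes other than Sod2 had a median of -0.01, a mean of 0.34 and a test in the direction of a rise (21 genes, adjusted p = 0.0633), with 3 higher past the threshold, and with 4 higher and 1 lower adjusted over the list alone. Only 2 of 5 listed mitocytosis and migrasome genes could be tested (median -0.63, adjusted p = 0.646, 0 adjusted over the list alone). In BM neutrophils the NF-kB targets rose by 0.71 (adjusted p = 0.00206, 0 genes past the threshold, and 4 higher and 1 lower adjusted over the list alone), a call lost under fry and under an estimated correlation, and the interferon-stimulated genes had a median of 0.31 (adjusted p = 0.274, 3 adjusted over the list alone). For coagulation genes in BM the median was -0.10 and the mean 0.94, with a test in the direction of a fall. The other BM sets had medians between -0.13 and 0.14, none past the threshold. Whether the sets respond differently in PB and BM was not tested.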
